# Multiple Copies of microRNA Binding Sites in Long 3′UTR Variants Regulate Axonal Translation

**DOI:** 10.3390/cells12020233

**Published:** 2023-01-06

**Authors:** Luba Farberov, Ariel Ionescu, Yazeed Zoabi, Guy Shapira, Amjd Ibraheem, Yosi Azan, Eran Perlson, Noam Shomron

**Keywords:** KIF5B, miR-129-5p, axons, 3′UTR, seed, RNA localization, RNA translation

## Abstract

Rapid responses to changes within subcellular compartments of highly polarized cells, such as neuron axons, depend on local translation and post-transcriptional regulation. The mechanism by which microRNAs (miRNAs) regulate this process is not fully understood. Here, using live cell imaging and RNA sequencing analysis, we demonstrated how miRNAs can differentially control hundreds of transcripts at the subcellular level. We demonstrated that the seed match length of the miRNA target-sequence regulates both mRNA stability and protein translation rates. While longer seed matches have an increased inhibitory effect, transcriptome analysis did not reveal differences in seed match length between axonal and somata mRNAs of motor neurons. However, mRNA variants with longer 3′UTR are enriched in axons and contain multiple repeats of specific miRNA target sequences. Finally, we demonstrated that the long 3′UTR mRNA variant of the motor protein Kif5b is enriched explicitly in motor neuron axons and contains multiple sequence repeats for binding miR-129-5p. This subsequently results in the differential post-transcriptional regulation of kif5b and its synthesis in axons. Thus, we suggest that the number of miRNA binding sites at the 3′UTR of the mRNA, rather than the miRNA seed match length, regulates the axonal transcriptome.

## 1. Introduction

Motor neurons (MNs) are highly polarized cells whose most extended projection, the motor axon, extends to over one meter long in adult humans. Due to the remote distances from their cell bodies (soma), distal axons and synaptic terminals depend on two distinct processes: (i) bidirectional axonal transport, facilitated by motor proteins [1,2] and (ii) local mRNA translation [3,4,5]. The combination of these two processes enables MNs to respond efficiently to intracellular and extracellular cues crucial for their survival and function [6]. To perform local translation, MNs must shuttle mRNAs into axons [7,8]. This occurs largely via RNA-binding proteins that bind specific regulatory motifs in the mRNA untranslated regions (UTRs) and also tether motor proteins [7,8,9]. Previous studies found that mRNA transcripts localized to axons tend to be longer than those in the soma compartment, thus suggesting the possible role of these transcripts in RNA localization and regulation [10,11,12]. Axonal and synaptic localization of micro RNAs (miRNA), as well as the RNA-induced silencing complex (RISC), was previously reported in several studies [13,14,15,16]. This implies that RNA silencing could be a mode of local regulation over mRNA translation in axons and synapses. However, knowledge is still limited regarding mechanisms of translational regulation of axonal mRNAs, and specifically of the means by which miRNA regulate their targets in axons. 

MiRNAs are small, endogenous non-coding RNAs, about 21 nucleotides long, which induce posttranscriptional silencing of their target genes, thereby functioning as negative gene expression regulators [17]. miRNAs play a key role in regulating the transcriptome and proteome in distinct subcellular regions, including axons. In mammals, miRNAs are predicted to control the activity of about two-thirds of all coding genes [18,19,20]. To exert their functional regulation, the 5′ positioned 2-8 nucleotides of the miRNA (also known as the seed region) bind the target mRNA 3′ untranslated region (3′ UTR) sequence [17,20,21]. Consistent with the relatively short complementary sequence required for target gene recognition, each miRNA is estimated to target several tens to hundreds of transcripts [22]. Analysis of conserved miRNA-3′UTR pairing has led to the identification of effective canonical site types: 8mer (bases 1–8), 7mer-m8 (bases 2–8), 7mer-A1 (bases 1–7), and 6mer (bases 2–7). Longer seed regions are believed to have greater mRNA repression efficacy [23,24,25]. These canonical seeds are estimated to represent at least two-thirds of all miRNA targets. Moreover, the number of canonical sites influences target inhibition efficacy; each additional site enhances target gene repression [26]. However, how these traits directly influence protein synthesis of target transcripts, and how this mode of regulation translates into function specifically in subcellular domains such as the neuronal axons, remain mostly unknown.

Here, using a unique live cell imaging approach, we characterized the regulatory influence of variations in miRNA:mRNA seed matching on target mRNA levels and on the mRNA translation rate. We revealed that the rate of protein synthesis is decreased in correlation to target complementation. Furthermore, we demonstrated a key mechanism in the regulation of axonal transcriptome, by which multiple repeats of miRNA target sites in the long 3′UTR of axonal mRNA variants, rather than variations in seed matching length, dominate the translation of transcripts. 

## 2. Materials and Methods

### 2.1. Animals

HB9-GFP (Jax stock no. 005029) mice were originally obtained from Jackson Laboratories. The colony was maintained by breeding with ICR mice (Institute of Animal Science, Harlan Biotech, Rehovot, Israel). All the animal experiments were approved and supervised by the Animal Ethics Committee of Tel-Aviv University (Ramat-Aviv, Tel-Aviv, Israel).

### 2.2. Cell Culture

Monolayer-adherent HEK-293T cells (transformed human embryonic kidney cells) or SH-S5Y5 (human neuroblastoma cells) were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% (*vol*/*vol*) fetal bovine serum (FBS) (Thermo Fisher Scientific, Waltham, MA, USA), 0.3 g/liter L-glutamine, 100 units/mL penicillin, and 100 units/mL streptomycin (Biological Industries, Israel). Cells were purchased from the American Type Culture Collection (ATCC).

Cells were incubated at 37 °C in a 5% CO_2_ atmosphere. Before use, each cell line was confirmed to have no mycoplasma contamination using the EZ-PCR Mycoplasma Test Kit (Biological Industries, Beit-Ha’Emek, Israel). Prior to each experiment, the cells were stained with trypan blue and counted using the Countess automated cell counter (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.3. Preparation of the Microfluidic Chamber (MFC) 

Highly pure axonal RNA was isolated by using a novel radial microfluidic device fabricated according to the SU-8 photoresist protocol in the Tel-Aviv University Nano and Micro Fabrication Center. Polydimethylsiloxane (PDMS) mold was pre-treated with chlorotrimethylsilane (Merck-Sigma-Aldrich, St. Louis, MO, USA) prior to PDMS casting. PDMS base and curing agent were mixed in a ratio of 10:1. PDMS solution was mixed until it became homogenous, cast into radial microfluid chamber wafers, incubated for 2 h within a vacuum desiccator to discard trapped air bubbles, and finally baked for 3 h at 70 °C. Radial microfluidic chambers (MFCs) were then punched twice to form MFC rings. The inner well was punched with a 7 mm biopsy punch, and the outer well with a 9 mm punch. The cleaning procedure was done in a similar manner as for regular MFC. Radial MFC rings adhered to sterile 13 mm coverslips inside 24-well plates.

### 2.4. Primary Motor Neuron Cultures

Ventral spinal cords from E12.5 embryos were dissected in Hanks’ Balanced Salt Solution (HBSS) prior to dissociation. Dissociated MN cultures were obtained by trypsinization and trituration of explants. The upernatant was collected and centrifuged through bovine serum albumin (BSA) (Sigma) cushion. The pellet was then resuspended and centrifuged through an Optiprep (Sigma) gradient (containing 10.4% Optiprep, 10 mM Tricine, 4% *w*/*v* glucose). An MN-enriched fraction was collected from the interphase and centrifuged through a BSA cushion. The MN pellet was resuspended and plated in the central well of the radial MFC at a concentration of 250,000 MNs per chamber in 40 µL of complete neurobasal (CNB) medium, containing neurobasal, 4% B27, 2% horse serum (Biological Industries, Beit-Ha’Emek, Israel), 1% Glutamax, 1% P/S, 25 µM beta-mercapto ethanol, 25 ng/mL BDNF, 1 ng/mL GDNF (Alomone, Jerusalem, Israel), and 0.5 ng/mL CNTF (Alomone). MNs were maintained in CNB medium, which was refreshed every other day. Glial cell proliferation was restricted by the addition of 1 µM cytosine arabinoside (ARA-C; Sigma) to the culture medium in 1-3DIV. At 3DIV, the BDNF concentration in the proximal compartment was reduced (1 ng/mL), while the medium in the peripheral (axonal) compartment was enriched with GDNF and BDNF (25 ng/mL) to direct axonal growth. 

### 2.5. RNA Extraction from MN Axons and Cell Bodies

MN axonal RNA was extracted from the outer compartment of radial MFCs at 14DIV. Axonal RNA was extracted by removing the PBS (from the prior wash) from the outer compartment and adding 100 µL Qiazol lysis reagent (Merck-Sigma–Aldrich, St. Louis, MO, USA). The inner well was filled with a higher volume of PBS to disable the inward flow of the lysis reagent toward the inner (soma) compartment and to prevent soma contamination. Axons were washed off the plate by pipetting the Qiazol reagent around the outer well for 30 s. RNA from somata in the inner compartment was extracted with 100 µL Qiazol reagent, and lysate was collected in a similar manner. RNA was isolated and purified using miRNeasy micro kit (Qiagen).

### 2.6. Plasmid Construction

Destabilized GFP was generated as described by Li et al. [27]. To insert the 3′UTR counting full complementation miR-1-3p binding site, we used the QuikChange Lightning site-directed mutagenesis (SDM) kit (Agilent, Santa Clara, CA, USA). This kit was also used to create various miRNA canonical sites. The new vectors were verified by Sanger sequencing. Canonical site sequences are listed in Table 1.

### 2.7. Mature miRNA Mimics

Mature miRNAs were ordered from IDT (Integrated Device Technology, San Jose, CA, USA), according to the miRBase, a miRNA database [28].

All the miRNAs were conjugated to CY3 fluorescent dye at the 3′ end.

Mature miRNA sequences are listed in Table 1.

### 2.8. Plasmid Transfection

HEK-293T cells were seeded in a pre-coated (0.01% poly-L-lysine for 30 min) 6 mm PDMS, and well adhered to a 35 mm glass-bottom dish (API) at a concentration of 8 × 10^3^ cells/well. Twenty-four hours later, at ~60% confluence, the cells were transfected with 35 ng plasmid, or co-transfected with 33 ng plasmid and 1ng mature miRNA, using Lipofectamine 2000 transfection reagent (Thermo Fisher Scientific, Waltham, MA, USA) in accordance with the manufacturer’s instructions. S5Y5 cells were seeded in 24-well plates at a concentration of 1 × 10^5^ cells/well. For miRNA overexpression (OE), transfection was performed with 500 ng of miRVec containing the desired pre-miRNA or a control vector. 

### 2.9. qRT-PCR Analysis

Extracted total RNA was used as input for mRNA complementary deoxyribonucleic acid (cDNA) synthesis. Reverse transcription (RT) of mRNA was conducted using the random-primer and high-capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, Waltham, MA, USA). mRNA expression was assessed using the SYBR Green Fast PCR Master Mix (Quantabio, Beverly, MA, USA), according to the manufacturer’s instructions. miRNA expression was assessed similarly, using the TaqMan Universal PCR Master Mix (Thermo Fisher Scientific, Waltham, MA, USA), in accordance with the manufacturer’s instructions.

Expression values were calculated based on the comparative cycle threshold (Ct) method [29]. mRNA expression levels were normalized to glyceraldehyde 3-phosphate dehydrogenase (GAPDH) as an endogenous control. Specific primers for mRNA expression detection were ordered from IDT (Table 2). GAPDH was chosen as a control due to its relatively stable expression [30]. miRNA expression was normalized to miR-124a-3p or U6 snRNA expression (Table 3). PCR amplification and reading were conducted on the StepOnePlus Real-Time PCR Systems (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.10. Live Cell Confocal Imaging and Photobleaching

Live imaging of GFP Fluorescent Recovery After Photobleaching (FRAP) in HEK-293T cells was performed with a Nikon-Ti microscope (X40 oil objective) paired with the Andor Frappa device, Yokogawa CSU-X spinning disk, and an iXon897 EMCCD camera. FRAP on complete cells was done using a 488nm laser at 15 mW power. Dual color images of GFP and Cy3 miRNAs were acquired prior to FRAP, and for 20 consecutive times afterward at 30-s intervals. Live imaging was performed in a controlled CO_2_ and 37 °C chamber. Image analysis was performed with FIJI.

### 2.11. Live Cell Imaging FRAP Analysis of GFP Signal Build-up

The analysis of GFP signal build-up after photobleaching was performed with FIJI, using ‘Time series analyzer V3′ plugin. Briefly, the perimeter of the cell prior to photobleaching based on its GFP signal was marked as an ROI. The intensity of the GFP fluorescence was extracted from each time point. The signal build-up was calculated by subtracting the post-bleach fluorescence intensity value of each time point from the initial intensity, generating a normalized cumulative value for GFP build-up. The slope of dGFP signal build-up was calculated for the linear fraction of the curve (frames 5–20).

### 2.12. RNA Extraction

At time 0, 2, or 4 h post miR-1-3p or control RNA sequence OE, total RNA was extracted from cells using TRIzol reagent (Thermo Fisher Scientific, Waltham, MA, USA), in accordance with the manufacturer’s instructions. Final RNA concentration and purity were measured using a NanoDrop ND-1000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA).

### 2.13. miRNA Constructs

Pre-miRNAs were cloned into the *BamHI–EcoRI* restriction site of the miRNA expression vector, miRVec, which was provided by Prof. Reuven Agami [31]. The genomic loci of ~70 bp upstream and downstream of the pre-miRNAs were inserted into the vector.

### 2.14. Dual Luciferase Assay

Fragments of ~200 bp of Kif5b 3′UTR spanning the miRNA binding sites were cloned downstream to the Renilla luciferase reporter of the psiCHECK-2 plasmid (Promega, Madison, WI, USA) that contains a Firefly luciferase reporter (used as a control). The miRNA-binding sites were mutated by the QuikChange Lightning Site-Directed Mutagenesis Kit (Agilent, Santa Clara, CA, USA, USA). For luciferase assays, 293T cells were transfected using Lipofectamine 2000 transfection reagent, with 5 ng psiCHECK-2 plasmid containing the desired 3′ UTR, with or without site-directed mutations; and 485 ng miRVec containing the desired pre-miRNA or a control vector. Forty-eight hours after transfection, Firefly and Renilla luciferase activities were measured using the Dual-Luciferase Reporter Assay System kit (Promega, Madison, WI, USA) and LUMIstar Omega Luminometer (BMG LabTech, Ortenberg, Germany), according to Promega’s instructions. 

### 2.15. RNA-seq and Analysis

RNA quality was assessed using Agilent’s 2100 Bioanalyzer (Agilent, Santa Clara, CA, USA). Samples with an RNA integrity number (RIN) >8 were considered high quality. High-quality total RNA, 1 µg, was used for ribosomal RNA (rRNA) depletion, by means of the RiboZero rRNA Removal Kit (Illumina, San Diego, CA, USA), and stranded RNA-seq libraries were constructed using a TruSeq stranded total RNA library prep kit (Illumina, San Diego, CA, USA). Then, 100 bp paired-end sequencing was performed on an Illumina Novaseq 6000 (Illumina, San Diego, CA, USA) at Macrogene corporation (Macrogene, Seoul, Republic of Korea). Library insert sizes ranged from approximately 50 to 300 bp, with an average size of 101 bp. The quality of the raw reads was assessed using FastQC software [32]. For the DE analysis, reads were pre-processed using the ea-utils fast-mcf tool (expressionanalysis.github.io/ea-utils/, accessed on 30 October 2019), which detects and removes adaptors and poor quality bases (Qpherd < 30) at the end of the reads [33]. Reads were mapped to the human genome reference sequence GRCh37 (hg19) and transcriptome (GTF transcript annotation retrieved from UCSC) [34] using the TopHat2 RNA-seq alignment tool [35]. Gene counts were estimated using the HTSeq tool [36].

Samples were classified as miR-1-3p or a control RNA sequence OE, with three biological replicates at each group and at each time point (0, 2, or 4 h). Normalization and differential expression were performed using the DESeq2 package in the R statistical programming environment [37,38]. 

Raw data can be accessed via the NCBI GEO repository using accession number GSE188770.

### 2.16. DaPars Analysis

The bioinformatics algorithm DaPars (Dynamitic analysis of Alternative Poly-Adenylation from RNA-seq) [39], which uses a regression model to locate endpoints of alternative polyadenylation sites, was used to identify differences in alternative polyadenylation events between ALS samples and controls. To identify significant alternative polyadenylation (APA) events, we used the following cutoffs for the DaPars software: FDR < 0.05, |ΔPDUI| ≥ 0.2, and |dPDUI| ≥ 0.2. Accordingly, we analyzed differences in lengths of 3′UTR in mRNAs, between axons and cell-bodies.

### 2.17. Somatic Variant Calling

GATK4.2 was used to call short somatic variants with Mutect, using default filtering parameters to avoid low-confidence calls [40]. Using TargetScan, we filtered only length-modifying variants that overlap 3′UTR miR binding sites.

### 2.18. Timespan Differential Gene Expression

Raw sequences trimmed using fastp 0.19.6 [41] were aligned to the reference genome using STAR 2.7.3a [42]. The raw gene expression data were processed using DESeq2 1.24.0 [43], and miRNAs targeting differentially expressed genes were obtained from TargetScan.

### 2.19. Western Blot

MN-like cells (NSC-34) were cultured and transfected with either scrambled miRVec control or with miR-129-5p miRVec plasmids. Seventy-two hours after transfection, cells were lysed with a lysis solution containing PBS, 1% Triton X-100, and 1X protease inhibitor mix (Roche). Thirty µg protein lysate was loaded to SDS-PAGE and then blotted onto a nitrocellulose membrane. The membrane was blocked for 1 hour with 5% skim milk, and then incubated with mouse anti-Kif5b (kinesin heavy chain) antibody (MAB1614, Milipore; 1:500) in 5% skim milk overnight at 4 °C. The membrane was then incubated at room temperature for 1 hour with horseradish peroxidase (HRP)-anti-mouse antibody (Jackson; 1:10,000) in 5% skim milk. Rabbit anti-ERK1/2 (Abcam; 1:10,000) and HRP-anti-rabbit (Jackson; 1:10,000) were used as a loading control. 

### 2.20. Statistics

The data are presented as means ± standard error of the mean (SEM). P-values were calculated using either ordinary ANOVA with post hoc multiple comparisons, with one/two-tail Student’s t-test, or chi-square distribution, with *p* < 0.05 considered significant (* < 0.05, ** < 0.01, *** < 0.001, **** < 0.0001). Table 4, Table 5 and Table 6 show descriptive endpoint statistics for the GFP-signal build-up plots presented in Figure 1D, Figure 2C and Figure 3C.

## 3. Results

### 3.1. miRNA-Target Complementation Determines the Rate of Translation

Extending the miRNA binding site on its target mRNA, from 6–8 nucleotides, is known to exert a gradually increasing regulatory effect. To record the relative timescale of these events, we generated several miR-1 canonical sites (of its 3p sequence) and inserted them into the 3′UTR of short half-life enhanced green fluorescent protein (destabilized EGFP, dGFP) mRNA (Table 1). This rapid generation and breakdown of the GFP reporter protein, which was previously reported to possess a half-life of ~2 h [27], enabled detecting changes in protein expression in real-time using live cell imaging. We modified the 3′UTR of GFP several times to include a single binding site for miR-1-3p, each time with a different affinity to miR-1-3p: (i) full complementation (wild-type (WT) 22 nucleotides long), (ii) 8mer (binding of nucleotides 1-8 between the miRNA and the 3′UTR), (iii) 7mer-8m, (iv) 7mer-1A, and (v) 6mer (Figure 1A). Each plasmid was co-transfected with mature Cy3-miR-1-3p into 293T cells (Figure S1A). We determined that 293T cells do not endogenously express miR-1 or any other miRNA of the miR-1 family, and also confirmed the potency of miR-1-3p to silence GFP mRNA 24 h after transfection (using real-time quantitative polymerase chain reaction (RT-qPCR); Figure S1B–C). At 24 h post-transfection, the total GFP fluorescence was photobleached, and build-up of new GFP fluorescent signal was recorded for 10 min (Figure 1B and Figure S1D). To validate that build-up of fluorescent signals originates from synthesis of new GFPs, we repeated this experiment in the presence of protein synthesis inhibitors; we did not detect any increase in the fluorescent signal following photobleaching (Figure S2A–C). Notwithstanding, we detected that GFP fluorescence reappears in cells carrying any of the 3′UTR variants despite the presence of miR-1-3p (Figure 1C). Further analysis revealed that the rates of GFP build-up are ordered according to the 3′UTR target complementation to miR-1-3p: from full complementation (WT), which showed the slowest recovery, followed by 8mer complementation, then 7mer-1A, 7mer-8m, and lastly the 6mer, which appeared most rapidly after photobleaching (Figure 1D–E). Co-expression with miR-124-Cy3 or expression of only GFP (miR-1-3p 3′UTR / no miR) was used as non-targeting controls. To determine whether the differences observed in silencing kinetics (and the subsequent differences in translation kinetics) represent a global phenomenon of binding sites, we compared the relative transcript availability of all known single-sited miR-1-3p targets at 0, 2, or 4 h after transfecting miR-1-3p (or transfection-only control) into 293T cells, using next-generation sequencing (NGS) analysis of RNA transcripts (see the Materials and Methods). 

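293T cells are a human embryonic kidney line that carries the SV40 large T antigen and takes up transfected RNA readily. Untreated cells at 0 h, and cells at 2 h and 4 h after transfection with miR-1-3p or with the control, were sequenced in 3 biological replicates each, which gave 15 libraries in 5 groups. The paper describes the control as transfection-only in its results, as a control RNA sequence in its methods and as scrambled RNA in the legend of Figure 1G. The sample annotation gives 15 ng of RNA oligonucleotide for the miR-1-3p cells and the control cells alike. The methods describe ribosomal RNA depletion and stranded libraries, whereas the annotation names version 2 of a TruSeq RNA kit. Between 50.3% and 50.5% of the counts assigned to a strand fell on the first strand in each library, so the counts made without regard to strand were used. The authors deposited raw counts, which are the numbers of fragments counted on each Ensembl gene in 1 library, without normalization and in the layout that STAR writes. The paper names fastp and STAR for the time course, and fast-mcf, TopHat2, HTSeq and GRCh37 (hg19) in its general RNA-seq section. Fragments that aligned to several places or overlapped several genes had been counted on no gene, so the values of genes with near-identical copies are uncertain. The total counted on genes ranged from 26525355 to 30756874 at 0 h, with a median of 29378368. It ranged from 26646651 to 29978086 in the control at 2 h (median 29225647) and from 26744542 to 32363277 with miR-1-3p at 2 h (median 28338232). At 4 h it ranged from 24226376 to 33876141 in the control (median 28533551) and from 24944298 to 38481298 with miR-1-3p (median 34626668). The counts were scaled with edgeR's TMM factors, and 18393 genes passed edgeR's expression filter, whose minimum count was 10. Log2 fold changes were fitted to all 15 libraries together with edgeR's quasi-likelihood model, so that the groups shared one estimate of the spread. The common biological coefficient of variation was 0.178. Sites for miR-1-3p were searched in the longest annotated 3′UTR of each gene in GENCODE release 44 on GRCh37, to which 55770 of the genes were matched by their identifiers and in which 19013 of those have a 3′UTR. The sequences searched were ACATTCCA for the 8mer, ACATTCC for the 7mer-m8 (7mer-8m in the paper), CATTCCA for the 7mer-A1 (7mer-1A) and CATTCC for the 6mer. Genes with exactly 1 site of 7 or 8 bases formed the single-sited classes, with 481 tested 8mer genes, 847 tested 7mer-m8 genes and 1155 tested 7mer-A1 genes. The background was formed by 8409 tested genes whose 3′UTR has no site, 6mers included. The paper took its targets from TargetScan, which was not used here.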

We observed a complementary trend in the abundance of target transcripts. 

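Between miR-1-3p and control at 4 h, 0 of the 18393 genes tested had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 150 genes had an unadjusted p-value under 0.05, of which 103 were lower with miR-1-3p and 47 were higher. At 2 h the counts were 0 genes after adjustment and 70 before it. Libraries with the same replicate number deviated from their group means together, with a mean correlation of 0.495 over 30 pairs of libraries from different groups, against -0.247 over 60 pairs with different numbers. With the replicate number as a block, the count after adjustment was again 0 at both times, and the count before adjustment was 579 at 4 h and 274 at 2 h. Against 0 h, miR-1-3p cells had 0 changed genes at 4 h (1025 before adjustment) and 2 at 2 h (791 before adjustment). The block raised these counts to 127 at 4 h, with 74 genes higher and 53 lower, and to 20 at 2 h, with 18 higher and 2 lower. The control cells had 0 changed genes at 4 h against 0 h (453 before adjustment) and 1 at 2 h (395 before adjustment), and with the block 18 and 8. The genes called at 2 h without the block, named after their values had been seen, were SLC30A1 (ENSG00000170385), which was higher in both the miR-1-3p and the control cells, and ZSWIM6 (ENSG00000130449), which passed only in the miR-1-3p cells. For ZSWIM6 the log2 fold change against 0 h was 0.65 in the control cells at 2 h (standard error 0.12), where it did not pass. The change in the effect of miR-1-3p between 2 h and 4 h was past the threshold for 0 genes (74 before adjustment), and with the block also for 0 (329 before adjustment). The alternative that moved these counts most was DESeq2 with the replicate block, chosen after the data had been seen, under which 15 genes were lower with miR-1-3p than with control at 4 h and 0 were higher.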

Specifically, those with stronger seed-target complementation to miR-1-3p degraded more rapidly, reducing the number of available transcripts for translation at any given time (Figure 1F). These results align well with the predicted efficiency of inhibition by the various canonical binding sites [17]. 

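For each class of target, the shift was the mean log2 fold change of its genes minus that of the background genes, tested with limma's camera (two-sided, inter-gene correlation preset to 0.01) and adjusted over the 4 classes. At 4 h against the control, the shift of the 8mer class was -0.037 (adjusted p = 0.014). The shift of the 7mer-m8 class was -0.014 (adjusted p = 0.19), that of the 7mer-A1 class was 0.0049 (adjusted p = 0.88) and that of the 1595 genes with a single 6mer and no longer site was -0.0030 (adjusted p = 0.88). With the replicate number as a block these shifts were -0.039 (adjusted p = 0.0099), -0.015 (adjusted p = 0.17), 0.0041 (adjusted p = 0.84) and -0.0041 (adjusted p = 0.84). Same-numbered libraries of these 2 groups deviated together with a mean correlation of 0.548. Within the 3 same-numbered pairs, the 8mer class differed between miR-1-3p and control by -0.037, -0.038 and -0.044, which is -0.040 ± 0.0036 (SD, n = 3 pairs). The exact permutation test of these class levels, which ignores the pairing, gave p = 0.1, two-sided, the smallest that 3 libraries against 3 allow. The same difference was -0.016 ± 0.013 (SD, n = 3 pairs) for the 7mer-m8 class and 0.0049 ± 0.010 (SD, n = 3 pairs) for the 7mer-A1 class. At 2 h against the control all the classes were higher, with shifts of 0.043 for 8mer, 0.035 for 7mer-m8, 0.036 for 7mer-A1 and 0.027 for 6mer, and adjusted p-values from 0.0096 to 0.038. With the block, the 2 h shifts were 0.043, 0.034, 0.036 and 0.027, with adjusted p-values from 0.0096 to 0.040, and the mean correlation of same-numbered libraries was 0.521. The 2 h rise was seen in 2 of the 3 pairs, since the 8mer class differed by 0.064, 0.074 and -0.018 (exact permutation p = 0.2, two-sided). Against 0 h, the shifts of the miR-1-3p cells at 4 h were 0.037 for 8mer (adjusted p = 0.31), 0.041 for 7mer-m8 (adjusted p = 0.30) and 0.054 for 7mer-A1 (adjusted p = 0.19), and with the block 0.037 (adjusted p = 0.34), 0.040 (adjusted p = 0.34) and 0.054 (adjusted p = 0.16). These rises came from replicate 1, since the 8mer class differed from 0 h by 0.21, -0.046 and -0.052 in the 3 pairs, and without replicate 1 the shifts were -0.053, -0.023 and -0.0077. The alternative that moved these values most was an adjustment for the length and GC content of the 3′UTR, fitted on the background genes. Under it, the 4 h shifts against the control were -0.070 for 8mer (adjusted p = 4.9e-10), -0.041 for 7mer-m8 (adjusted p = 1.1e-05) and -0.023 for 7mer-A1 (adjusted p = 0.013), over these 3 classes. With an inter-gene correlation estimated for each class instead of preset, the 8mer shift without that adjustment did not pass (camera, adjusted p = 0.50). The adjusted shifts were not tested with an estimated correlation. From the transcript levels of the site classes at 0, 2 and 4 h in Figure 1F, the paper concludes that targets with stronger complementation to miR-1-3p degraded more rapidly and that fewer of these transcripts were left for translation.

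**Figure D1:**
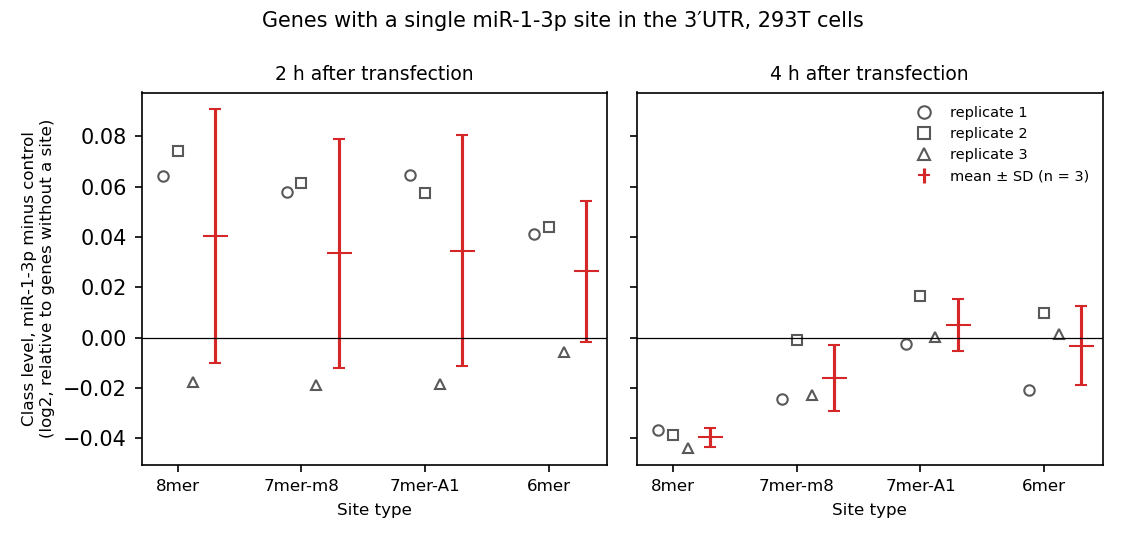
Difference between miR-1-3p and control cells in the level of each single-sited class, on the log2 scale and relative to the background genes, for the 3 same-numbered replicate pairs (grey symbols) with their mean and SD (red), at 2 h (left) and 4 h (right). At 4 h the 8mer pairs lie between -0.037 and -0.044, and at 2 h replicate 3 lies below 0 in every class.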

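The site types were also compared with each other at 4 h against the control. The 8mer genes were lower than the 7mer-A1 genes by a mean log2 difference of -0.042 (adjusted p = 0.012), but their difference from the 7mer-m8 genes was -0.023 (adjusted p = 0.29), and that between 7mer-m8 and 7mer-A1 genes was -0.019 (adjusted p = 0.13), by the same two-sided test of gene classes, adjusted over 8 comparisons of one class with another. With the replicate block, the same-numbered libraries being correlated as above, these differences were -0.043 (adjusted p = 0.011), -0.023 (adjusted p = 0.27) and -0.019 (adjusted p = 0.11). With an estimated inter-gene correlation, 8mer against 7mer-A1 did not pass either (adjusted p = 0.61). Single genes of each type are SRSF9, SOX9 and CDK6 (8mer), CNN3, PDCD10 and CDK9 (7mer-m8), and GCLC and KLF4 (7mer-A1), each of which has exactly 1 site of that type in its longest annotated 3′UTR. On GRCh37, the SRSF9 site lies on chromosome 12 from 120899750 to 120899757 (minus strand), in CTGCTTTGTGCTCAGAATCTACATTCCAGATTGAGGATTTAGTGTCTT. The 8mer sites of SOX9 and CDK6 lie on chromosome 17 from 70121631 to 70121638 and on chromosome 7 from 92235488 to 92235495. The CNN3 site lies on chromosome 1 from 95363155 to 95363161 (minus strand), in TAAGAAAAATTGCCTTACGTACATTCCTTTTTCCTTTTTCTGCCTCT. Those of PDCD10 and CDK9 lie on chromosome 3 from 167401818 to 167401824 and on chromosome 9 from 130552307 to 130552313. The GCLC site lies on chromosome 6 from 53363216 to 53363222 (minus strand), in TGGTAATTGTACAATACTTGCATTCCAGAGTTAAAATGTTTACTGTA. That of KLF4 lies on chromosome 9 from 110247806 to 110247812. The 3′UTRs of these 8 genes range from 347 bases in SRSF9 to 10219 bases in CDK6. SRSF9 (ENSG00000111786) had 156 ± 23.5 CPM (SD, n = 3) in the control and 111 ± 13.4 (SD, n = 3) with miR-1-3p at 4 h. Its log2 fold change was -0.49 (standard error 0.15, adjusted p = 1.0 over all genes and 0.040 over the 8 genes alone, edgeR's quasi-likelihood test), and it was lower in 3 of 3 pairs. Of the other 8mer genes, SOX9 had a log2 fold change of -0.29 (standard error 0.29) and CDK6 one of 0.083 (standard error 0.14). The 7mer-m8 genes had log2 fold changes of -0.050 (CNN3), -0.059 (PDCD10) and -0.12 (CDK9), with standard errors of 0.098, 0.16 and 0.14. The 7mer-A1 genes had log2 fold changes of 0.057 (GCLC) and -0.24 (KLF4), with standard errors of 0.10 and 0.37. SOX9 and KLF4 are expressed at a low level, with 14.7 ± 3.70 and 10.3 ± 3.57 CPM (SD, n = 3) in the control. Of the 8 genes, 6 were lower and 2 higher, 0 passed an adjusted p-value of 0.05 over all genes (1 of them, SRSF9, was under 0.05 before adjustment), and 1 passed it over the list. The replicate block changes the count before adjustment to 2, SRSF9 and KLF4, the latter also lower in 3 of 3 pairs. Over the list with the block, SRSF9 passed (adjusted p = 0.00047) and KLF4 did not (adjusted p = 0.059), and 0 genes passed over all genes. Under DESeq2 with the replicate block, chosen after the data had been seen, SRSF9 passed with an adjusted p-value of 0.00079.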

We validated the RNA-seq results by RT-qPCR for three chosen miR-1-3p gene targets at each canonical site group: 8mer (SRSF9 [44], Sox9 [45], CDK6 [46]), 7mer-8m (CNN3 [47], PDCD10 [48], CDK9 [49]), 7mer-1A (GCLC [50], KLF4 [51], and CALM1 [52]) (Figure 1G). Next, we sought to determine whether the differences in rates of protein synthesis also apply to another member of the miR-1 family, namely miR-206. These miRNA share an identical sequence only at their seed region [53,54] (Figure 2A). OE of mature miR-206, with two GFP 3′UTR constructs: (i) miR-206 3′UTR full complementation (WT), (ii) miR-206 3′UTR 8mer or miR-1-Cy3 (which is another type of 8mer) resulted in a GFP build-up pattern similar to that of miR-1-3p (Figure 2B–D). Here too, we used mature miR-124 and GFP only (miR-206 3′UTR / no miR) as non-targeting controls, with no specific regulation. The results show that variations in miRNA-target complementation differentially regulate protein synthesis.

### 3.2. Synthetic miRNA Containing Seed Modifications Differentially Regulate Protein Synthesis

Next, we examined the reciprocal inhibition effect by co-transfecting five modified miR-1-Cy3 with various binding affinities to the GFP 3′UTR construct (miR-1 3′UTR plasmid). The five miR-1-Cy3 canonical sites were: full complementation (WT), 8mer, 7mer-8m, 7mer-1A, and 6mer (Figure 3A). We found that expression levels of a single mRNA variant can be manipulated differentially by altering the seed-target match strength using modified versions of miR-1-3p (Figure 3B,C). Synthesis rates of GFP were the most affected, as expected by the WT miR-1-Cy3 (full complementation); a more accelerated build-up of GFP was observed as follows: 8mer-Cy3 > 7mer-Cy3 > 6mer-Cy3 (Figure 3D). Notably, although mRNA transcripts with a single 6mer site are scarce within cells, a 6mer modified miRNA-mimetic can be used to finely tune transcript availability and the consequent translation of the gene. Accordingly, we showed that the length of the miRNA binding site can regulate both the dynamics of protein synthesis events and RNA stability. Yet how and whether this mode of regulation participates in controlling subcellular transcriptome is still unclear. In a neuronal context, can varying 3′UTR sequences or lengths be a viable mechanism by which axons regulate transcript levels?

### 3.3. Axonal Compared to Cell-Body Transcripts Have Longer 3′UTR Variants Containing Multiple Copies of miRNA Target Sequences 

MNs can be grossly divided into two distinct structural compartments: (i) cell bodies and dendrites; and (ii) axons. We previously performed NGS on RNA isolated from primary MN cultures plated on top of a 1 µm trans-well insert as a physical barrier between cell body and axonal compartments [7] (Figure 4A). RNA was extracted exclusively from each compartment and sequenced. To examine how post-transcriptional regulation is performed in MN axons, we reanalyzed the NGS data from Rotem et al. [7]. This aimed to identify sequence modifications in miRNA binding sites within 3′UTR of axonal variants. First, based on alternative splicing and nucleotide substitution, we hypothesized that axonal mRNAs contain canonical miRNA binding sites that differ from their soma variants; we performed variant-calling analysis to examine such events. Notably, this analysis identified only as few as 17 axonal transcripts with 3′UTR variants that contained a modification within a miRNA target site (Figure S3). This indicates that miRNA binding properties and target sequence length remain unchanged between axonal and somatic compartments. However, applying the DaPars tool [39] showed that for over 450 mRNAs, the frequency is significantly higher of long than short 3′UTR variants; the latter are more abundant in cell bodies (Figure 4B). This finding is in agreement with studies that identified longer 3′UTR variants in axons [10,11,12,55]. Longer 3′UTR could potentially contain more miRNA binding sites. This raises the question as to whether the number of miRNA binding sites, rather than their seed length, could be a mode of post-transcriptional regulation in axons. Thus, we compared the number of predicted miRNA binding sites within the long 3′UTR transcripts for 23 neuronal miRNAs and 20 non-neuronal miRNAs (Figure 4C and Figure S5). Indeed, we discovered that transcripts with longer axonal 3′UTRs contain more binding sites for most of the neuronal miRNAs tested. Interestingly, 189 of the 477 transcripts with long 3′UTR are predicted targets of miR-129-5p; 81 of them have more than one binding site, and 39 have more than two binding sites (Figure 4C). Thus, our findings suggest that 3′UTR length could potentially mediate post-transcriptional regulation of axonal mRNAs by containing more binding regions for specific miRNAs. Yet whether the additional miRNA binding sites are truly located in the axon-specific long 3′UTR regions remains to be determined.

### 3.4. miR-129-5p Differentially Regulates Axonal Versus Cell-Body mRNA Expression of Kif5b mRNAs

The DaPars analysis identified that the long 3′UTR variant of two miR-129-5p targets, *kif5b* and *Mapre1*, is highly enriched in axons compared to somata (Figure 4B). Furthermore, analysis of the number of seeds predicted that both targets have three binding sites for miR-129-5p (Figure 4D). The mRNA of Kif5b, which is known to mediate anterograde axonal transport [56,57], has three miR-129-5p 7mer-1A canonical binding sites, in positions: (i) 637–643, (ii) 1225–1231, and (iii) 1498–1504. Analysis of the 3′UTR coverage in axons compared to soma revealed that only the axonal, long 3′UTR variant of kif5b mRNA contains all three positions for miR-129-5p (Figure 4D). In contrast, the short 3′UTR variant, which is highly abundant in cell bodies of MNs, contains only a single position for the miR-129-5p binding site (position 1225–1231). Similarly, the 3′UTR of Mapre1, which encodes the microtubule end-binding protein 1 (EB1), is significantly longer in axons, and has three canonical binding sites for miR-129-5p, in positions: (i) 111-117 (7mer-A1) (ii) 1425–1431 (7mer-m8), and (iii) 5278–5284 (7mer-A1). Here too, we identified that only the long, axonal 3′UTR contains all three sites, one of which has a different seed sequence; whereas the short cell-body variant contains only one site (Figure 4E). Notably, the trans-well inserts used by Rotem et al. for isolating axonal RNA could be contaminated with RNA from dendrites. Thus, we verified our RNA seq findings by extracting RNA from MN axons or cell bodies grown in radial MFCs that enable isolation of highly purified axonal RNA [58], and quantified Kif5b and miR-129-5p expression. Both Kif5b mRNA and mature miR-129-5p are found in axons, although as expected, in lower amounts than in cell bodies (Figure 4F,G). However, using specific primers designed to target either the long or the short 3′UTR variants of Kif5b mRNA, we were able to distinguish and compare the expression levels of the two variants. Indeed, the long variant was highly abundant in axons, while the short variant was more prevalent in cell bodies (Figure 4H and Figure S4B). Thus, Kif5b might be more tightly regulated in axons, as in this compartment, the long 3′UTR variant consisting of three miR-129-5p binding sites is much more than the short, single-site variant. 

To experimentally confirm the predicted functional interaction between miR-129-5p and Kif5b mRNA, we examined gene expression after miR-129-5p OE in SH-SY5Y cells using qPCR. We revealed that OE of miR-129-5p for 24 h (3.92-fold higher miR-129-5p) yielded a 0.26-fold decrease in Kif5b mRNA expression (Figure 5A). To establish the direct interaction and binding of miR-129-5p to Kif5B, we cloned either a portion of the Kif5b 3′UTR target-gene (WT) or a non-targeted mutant into a luciferase reporter assay plasmid, and co-transfected it together with a miRNA-129-5p vector plasmid into 293T cells (Figure 5B). Measurement of Renilla luciferase and Firefly luciferase expression 48 h following miR-129-5p OE revealed 0.33-fold lower luciferase activity in the WT Kif5b 3′UTR than in the mutant (Figure 4C). Additionally, we identified 60% reduction in endogenous protein expression of Kif5b in mouse MN-like cell lines (NSC-34) following 72 h of miR-129-5p or scrambled-control OE (Figure 5D,E). Hence, we conclude that Kif5b is a valid target of miR-129-5p, which can differentially control the expression of Kif5b variants according to their spatial distribution. Mature miR-129-5p can be found in both axons and cell bodies, though its quantity does not predict inhibition efficiency. Therefore, the number of miRNA binding sites is probably indicative of potential regulation of its target expression. 

### 3.5. The Multiplicity of miR-129-5p Sites in the Long 3′UTR Variant of Kif5b Slows Its Translation Rate

To confirm our speculation that the number of miR-129-5p binding sites within Kif5b 3′UTR is associated with its rate of translation, we returned to our GFP platform. We inserted either the long or short 3′UTR of Kif5b into the dGFP construct and transfected the variant into 293T cells (Figure 6A). Since 293T cells endogenously express miRNA-129-5p (Figure S1), we chose not to overexpress miR-129-Cy3. Indeed, testing the clean miRNA-target interaction with a full 3′UTR containing multiple miRNA target and various other regulatory sequences is complex. Nonetheless, the GFP real-time reporter system predicted expression differences between the short and long 3′UTR variants of Kif5b (Figure 4B–D). Next, to illustrate that the effect of the miR-129-5p site number on the translation rate was “cleaner”, we inserted one, two, or three miR-129-5p binding sites into the 3′UTR of GFP; and similarly transfected each into 293T cells (Figure 6E). Analysis of the rate of fluorescent build-up after photobleaching 24 h following transfection revealed that protein synthesis rates correlated with the number of miR-129-5p 7mer-1A canonical sites: 1 site > 2 sites > 3 sites (Figure 6F–H). Hence, both approaches revealed a positive association between the number of miR-129-5p canonical sites and miRNA’s ability to downregulate its target mRNA expression. Finally, we reanalyzed the NGS data acquired from several time points after miR-1-3p transfection into 293T cells (in Figure 1). This aimed to characterize the global kinetics of endogenous target downregulation depending on the number of miRNA binding sites. These analyses, for all the miR-1-3p predicted targets, as well as specifically for the 7mer-A1 and 8mer targets, confirmed the global relation between the number of miRNA sites and the fidelity of target downregulation. This relation eventually determines transcript availability (Figure 6I–K). 

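For the number of sites, the same 15 libraries and fitted log2 fold changes were used, and the sites of 7 or 8 bases in the longest annotated 3′UTR were counted without overlap between types, so that an 8mer was not counted again as a 7mer. Of the tested genes, 2483 have 1 site, 584 have 2 sites and 199 have 3 or more. Genes with more sites have longer 3′UTRs, with medians of 2673 bases for 1 site, 4094.5 for 2 sites and 6118 for 3 or more, against 957 bases in the background genes. The median GC content of the 3′UTR is 41.2%, 40.9% and 40.8% in these classes and 43.7% in the background. Among the 3266 tested genes with any site, 1523 have 0, 1496 have 1 and 247 have 2 or more 7mer-A1 sites. By 8mer sites, the same genes divide into 2471 with 0, 750 with 1 and 45 with 2 or more. The paper studies KIF5B with miR-129-5p in mouse motor neurons and in human and mouse cell lines. The human gene has 0 miR-1-3p sites in its longest annotated 3′UTR of 2522 bases, which lies between 32297943 and 32304456 on chromosome 10 of GRCh37. Its log2 fold change with miR-1-3p against control at 4 h was 0.089 (standard error 0.16).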

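At 4 h against the control, the shift relative to genes without a site was -0.0096 for genes with 1 site (adjusted p = 0.27), -0.023 for genes with 2 sites (adjusted p = 0.015) and -0.042 for genes with 3 or more (adjusted p = 0.00015), by limma's camera, two-sided and adjusted over the 3 classes. With the replicate block the shifts were -0.011 (adjusted p = 0.26), -0.025 (adjusted p = 0.013) and -0.046 (adjusted p = 0.00037), where same-numbered libraries of the groups compared had a mean correlation of 0.548. The class of 3 or more sites was lower than that of 1 site by a mean log2 difference of -0.032 (adjusted p = 0.012 over the 8 class comparisons; with the block -0.036, adjusted p = 0.023). The difference between 2 sites and 1 site was -0.013 (adjusted p = 0.21; with the block -0.014, adjusted p = 0.20). Within the 3 same-numbered pairs, the level of the genes with 3 or more sites differed between miR-1-3p and control by -0.082, -0.015 and -0.051. The mean difference was -0.050 ± 0.034 (SD, n = 3 pairs) for 3 or more sites, -0.026 ± 0.018 (SD, n = 3 pairs) for 2 sites and -0.011 ± 0.0094 (SD, n = 3 pairs) for 1 site. The exact permutation tests of these class levels, two-sided and unpaired, gave p = 0.4 for 3 or more sites, 0.4 for 2 sites and 0.7 for 1 site, where 3 libraries against 3 cannot go below 0.1. Being unpaired, they also count the spread of the levels between replicate numbers. At 2 h the same classes were higher than in the control, with shifts of 0.037 (adjusted p = 0.0042), 0.057 (adjusted p = 6.9e-05) and 0.066 (adjusted p = 6.9e-05) for 1, 2 and 3 or more sites, and in 1 of the 3 pairs they were lower. With the block these were 0.037 (adjusted p = 0.0041), 0.056 (adjusted p = 3.7e-05) and 0.066 (adjusted p = 3.5e-05), with a mean correlation of 0.521. Against 0 h, the shifts in the miR-1-3p cells at 4 h were 0.046 (adjusted p = 0.13), 0.047 (adjusted p = 0.13) and 0.064 (adjusted p = 0.30), and with the block 0.046 (adjusted p = 0.14), 0.048 (adjusted p = 0.14) and 0.066 (adjusted p = 0.18), with a mean correlation of 0.498. The genes with 3 or more sites differed from 0 h by 0.32, -0.026 and -0.11 in the 3 pairs, so the rise was that of replicate 1. After adjustment for the length and GC content of the 3′UTR, the 4 h shifts against 0 h changed direction, to -0.039 (adjusted p = 0.0078), -0.077 (adjusted p = 8.2e-06) and -0.085 (adjusted p = 2.3e-08). Against the control, the adjusted 4 h shifts were -0.038 (adjusted p = 6.3e-05), -0.063 (adjusted p = 1.8e-11) and -0.090 (adjusted p = 1.1e-17). With an estimated inter-gene correlation, none of the 3 unadjusted 4 h shifts passed (adjusted p = 0.45 for each).

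**Figure D2:**
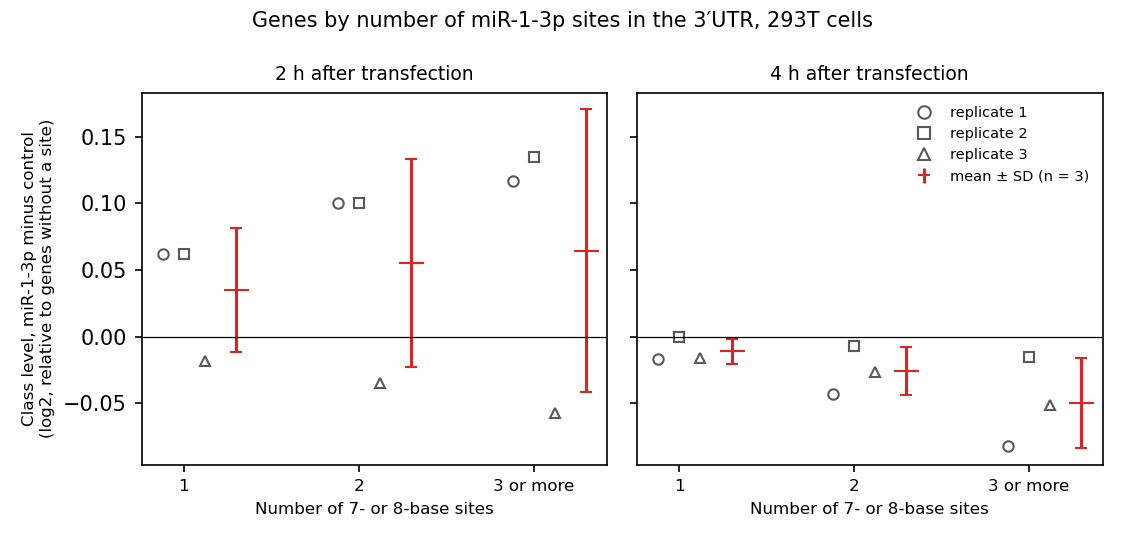
Difference between miR-1-3p and control cells in the level of genes with 1, 2 and 3 or more sites, on the log2 scale and relative to the background genes, for the 3 same-numbered replicate pairs (grey symbols) with their mean and SD (red), at 2 h (left) and 4 h (right). At 4 h the genes with 3 or more sites lie between -0.082 and -0.015, and at 2 h replicate 3 lies below 0 in every class.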

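By the number of 7mer-A1 sites, the 4 h shifts against the control relative to genes without any site were -0.025 for targets with 0 (adjusted p = 0.027), -0.0033 for targets with 1 (adjusted p = 0.51) and -0.0084 for targets with 2 or more (adjusted p = 0.17), by the same test adjusted over the 6 classes by either kind of site. The targets with 2 or more 7mer-A1 sites differed from those with 0 by 0.017 (adjusted p = 0.61 over the 8 class comparisons), and with the replicate block by 0.016 (adjusted p = 0.55). Targets with 0 carry an 8mer or a 7mer-m8 by definition, so this comparison sets more 7mer-A1 sites against stronger sites. By the number of 8mer sites, the shifts were -0.0068 for targets with 0 (adjusted p = 0.40), -0.034 for targets with 1 (adjusted p = 0.0031) and -0.068 for targets with 2 or more (adjusted p = 9.4e-05). With the block, which pairs libraries correlated by 0.548 on average, the 8mer shifts were -0.0079 (adjusted p = 0.40), -0.037 (adjusted p = 0.0027) and -0.071 (adjusted p = 0.00026). Targets with 2 or more 8mer sites differed from targets without an 8mer by -0.061 (adjusted p = 0.0045; with the block -0.063, adjusted p = 0.0097). Targets with 1 differed by -0.027, which did not pass (adjusted p = 0.064; with the block -0.029, adjusted p = 0.059). In the 3 same-numbered pairs, targets with 2 or more 8mer sites differed between miR-1-3p and control by -0.057, -0.061 and -0.11, a mean of -0.077 ± 0.030 (SD, n = 3 pairs). The exact permutation test gave p = 0.1 for them, two-sided, and p = 0.8 for targets with 2 or more 7mer-A1 sites. The difference by 8mer sites rests on 45 genes, and with an estimated inter-gene correlation it did not pass (adjusted p = 0.61). From the levels of these classes at 0, 2 and 4 h in Figure 6I–K, the paper concludes that the number of sites is related to how far a target is downregulated, and that this relation sets the availability of its transcript.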

Lastly, we attempted to insert miR-129-5p into somata and axons of primary motor neurons grown for 14DIV in radial microfluidic devices. RNA was isolated from each compartment at 0 and 4 h post-transfection, and the mRNA levels of kif5b were evaluated using qPCR (Figure S6A). This highlighted that axonal kif5b transcripts are more susceptible to miR-129-5p decay than in cell bodies (Figure S6B,C). Notwithstanding, the contribution of long 3′UTR variants, and specifically the multiplicity of miRNA binding sites, to the stability of axonal mRNA needs to be further characterized.

Altogether, we introduced a novel method for studying miRNA regulation on protein expression in real time. This enabled the discovery that both seed complementation and the number of miRNA sites can participate in post-transcriptional cellular regulation. However, our data imply that the number of miRNA binding sites within longer 3′UTR variants is the predominant means by which miRNAs achieve differential post-transcriptional regulation in MN axons (Figure 7). These findings help elucidate mechanisms by which cells regulate their local gene expression levels.

## 4. Discussion

Axonal mRNA translation is a key process that has been shown to be critical for diverse neuronal functions, including growth and development [9,59,60,61], synaptic plasticity [5,62,63,64], response to injury [65,66], and local support of mitochondria [58,67,68]. Previous studies, including our own, have revealed that axons and cell bodies share a large portion of their transcriptome [7]. However, it is not completely clear how these two distinct compartments differentially regulate their local proteome. As master post-transcription regulators of gene expression, miRNAs have been repeatedly reported in axons [17]. Nevertheless, the mechanism by which miRNA coordinates complex processes with high specificity and fidelity at the subcellular level is still not fully understood. 

Here, by using a microscopy-based method to monitor protein synthesis rates in real-time, we revealed how modifications in the binding properties of miRNA to their target UTRs can differentially regulate transcript levels, and consequently the rate of miRNA translation. This sharpens the notion that miRNAs do not function according to the ‘all or none’ principle, but rather have a fine-tuning mode that enables dynamic control over the stability and translation of their targets. This fine-tuning mode is regulated via the number of miRNA binding sites and the type of target site. This complex level of combinatorial regulation can potentially dictate the required stoichiometry of a set of proteins for performing a specific process or function at a specific time point. Comparing NGS data from primary MNs, we found that axonal 3′UTRs of hundreds of transcripts were longer than the 3′UTRs of their corresponding transcripts in cell bodies. We showed that these long 3′UTRs contain more binding site copies for neuronal miRNAs. Specifically, miR-129-5p is predicted to target almost 40% of the transcripts with significantly longer UTRs in axons, and 17% of those with more than one binding site. We validated our findings on Kif5b, a predicted target of miR-129-5p, with three binding sites in the 3′UTR of its axonal variant, and with one of the transcripts with the longest 3′UTR in axons compared to cell bodies. We showed that in MN axons, the long 3′UTR variant of Kif5b is more abundant than the short 3′UTR variant, and contains all three binding sites for miR-129-5p. In contrast, cell bodies contain more of the short variant, with only a single miR-129-5p site. These findings imply that the long 3′UTR variant is promoted into axons, where it might also be stabilized through binding of various RNA-binding proteins, specifically to the unique 3′UTR regions. Lastly, after verifying that kif5b is a valid target of miR-129-5p, we demonstrated that the length of its UTR can determine its translation rate. This, we showed, is dependent on the number of miR-129-5p binding sites. 

Taken together, our findings describe two mechanisms by which regulating gene expression by miRNAs is finely-tuned due to the various properties of their cognate 3′UTRs. Namely, seed-target sequence complementation, variations in the number of binding sites, or both, can determine the silencing efficacy of a single miRNA. The first mechanism seems to vary more between genes. However, the second mechanism may also apply within variants of the same gene, and thus achieve discrete regulation of subcellular transcriptomes, which is fundamental for highly polarized cells such as MNs.

In addition, for the purpose of reciprocating target complementation experiments, we designed modified miRNA mimetics. Using these, we demonstrated that the ability to fine-tune synthesis rates of a specific protein is not limited to the target sequence within the protein’s 3′UTR but can also be affected by modifying the synthetic miRNA itself. 

Our findings indicate that in axons, the long 3′UTR variants are more abundant than the short ones, which may contradict the hypothesis that long 3′UTR sensitizes the transcript for stronger degradation. However, our observations were taken at a single timepoint during the development of MNs. Thus, we cannot rule out the possibility that during this time, Kif5b mRNA in axons was bound and sequestered by axonal RNA-binding proteins [10], and that its silencing by miR-129-5p could occur only after its release for translation. Additionally, levels of miRNAs can change dramatically along the course of cellular differentiation and maturation, and also following uptake from neighboring cells. Hence, the spatiotemporal expression of miRNA-129-5p can be critical for controlling various processes at later phases of MN maturation and in a subcellular manner (e.g., synaptogenesis). Moreover, axons and synapses are strictly reliant on the spatial and temporal proteome, and unregulated synthesis and accumulation of proteins within axons and synapses could have a direct impact on their function and health. The combination of spatially localized axonal miRNAs together with more susceptible mRNAs, can perhaps enable the spatiotemporal distribution of mRNAs across the axonal sub-compartments, as well as restrict the random spreading of transcripts throughout the cell. 

Aberrant miRNA expression [7,69,70] and deficits in RNA processing and translation [4,68,71], and also defective axonal transport [2,72,73] and mitochondrial abnormalities [74], are mechanisms associated with MN degeneration in amyotrophic lateral sclerosis (ALS). Interestingly, several recent works have specifically identified miR-129-5p as a new ALS-linked miRNA and suggest it confers protective traits [75,76]. Intriguingly, our unbiased approach identified miR-129-5p as a potential master regulator of axonal proteome and highlights the motor protein Kif5b and the microtubule-associated Mapre1 as two of its ‘multiple binding site’ targets in axons. Kif5b mediates the anterograde axonal transport of diverse organelles, including mitochondria, into distal axons and synapses [56,57,77]. Recently, the transcripts of several kinesin superfamily motor proteins were identified in distal axons and presynaptic terminals of excitatory neurons. This suggests that these are locally translated to efficiently transport RNA granules, newly synthesized cargo, and mitochondria into the synapse [5]. Specifically, mutations in the Kif5A gene, a closely related kinesin, are causes of various neurological disorders including Charcot-Marie Tooth and ALS [73,78,79]. Therefore, our findings potentially link the critical deficits in ALS and suggest that miRNA-129-5p may regulate the axonal local synthesis of Kif5b, which consequently participates in the vital process of axonal transport. Future research should investigate the specific involvement of miR-129-5p in ALS pathogenesis, and attempt to unveil its axonal targets and the local processes it regulates.

To summarize, our findings illustrate several mechanisms that cells have adapted to achieve an efficient, versatile, yet potent response to the expression of a single miRNA. These involve changes in target complementation and the number of miRNA binding sites; and distinctly distributing transcript variants to subcellular compartments. 

## Figures and Tables

**Figure 1:**
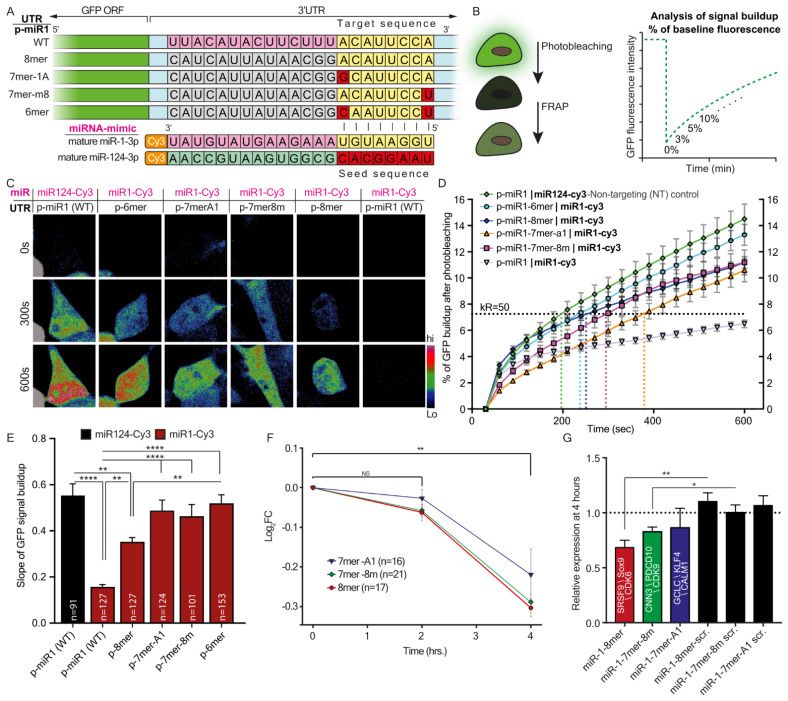
Target GFP downregulation caused by a number of miR-1-3p canonical sites located on the target 3′UTR. (**A**) Schematic illustration of the experimental setup. Five dGFP expression plasmids containing miR-1-3p canonical sites in the 3′UTR of dGFP were each co-transfected together with mature Cy3-miR-1, or with mature Cy3-miR-124 as a control, into 293T cells. Green indicates the GFP coding sequence (CDS); light blue indicates the 3′UTR of dGFP; nucleotides labeled in pink indicate nucleotides in full complementation to mature miRNA; nucleotides labeled in grey indicate random nucleotides not complementing the full sequence of mature miR-1; nucleotides labeled in yellow and red indicate nucleotides in the miRNA target sequence that are complementary and non-complementary, respectively, to the seed sequence; nucleotides labeled in light-green indicate the sequence differences in the miR-124 sequence. (**B**) Schematic illustration of the dGFP Fluorescent Recovery After Photobleaching (FRAP) assay for measuring rates of protein synthesis. At 24-h after transfection, GFP fluorescence in cells is photobleached; the build-up of the fluorescent signal is then recorded for 10 min. Time-lapse movies are analyzed to calculate the percent of fluorescent signal build-up compared to the baseline signal after photobleaching. (**C**) Representative images of dGFP in 293T cells carrying miR-1-3p canonical sites in 3′UTR co-transfected with mature miR-1-3p. Images show three time points for each cell: 0, 5, and 10 min after photobleaching. (**D**) A graph showing the cumulative percent of fluorescence of dGFP during the 10 min following photobleaching. The horizontal K_R50_ line indicates the Y value at which 50% of the maximal recovery is achieved in the non-targeting control (miR-124-cy3). K_R50_ is used as a reference point for comparing kinetic features of protein synthesis and is marked with a vertical colored dashed line for every condition. (**E**) Quantification of the mean slope of dGFP recovery after photobleaching. Ordinary one-way ANOVA **** *p* < 0.0001. Post-hoc multiple comparisons: ** *p*-value < 0.01, **** *p*-value < 0.0001. (**F**) NGS quantification of the transcript levels of miR-1-3p targets categorized by seed sequence at 0 h, 2 h, and 4 h after miR-1-3p transfection into 293T cells. ** *p* < 0.01 (**G**) Real-time PCR quantification of the relative mRNA expression of three genes representative of the seed sequence group, at 4 h after transfection with miR-1-3p or with scrambled RNA, compared to 0 h after transfection. * *p* < 0.05, ** *p* < 0.01.

**Figure 2:**
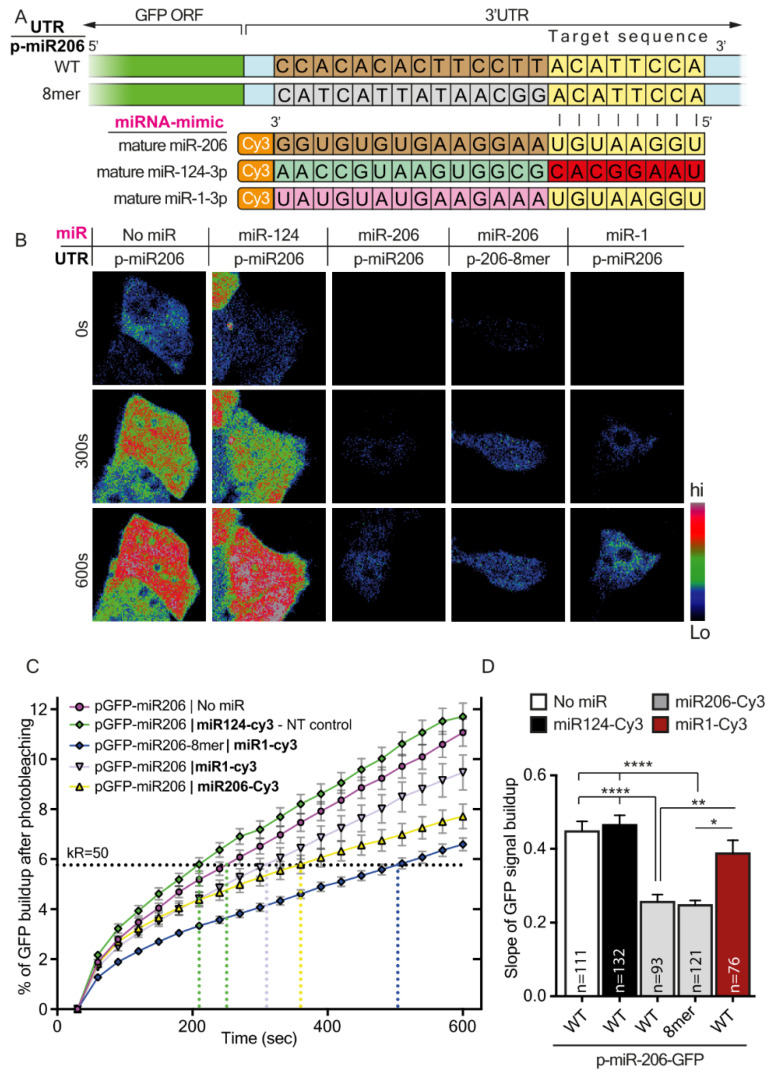
Target GFP downregulation as a function of canonical site variations applies also for miR-206-3p. (**A**) Schematic illustration of the experimental setup. Two dGFP expression plasmids containing miR-206-3p canonical sites in the 3′UTR of dGFP were each co-transfected together with mature Cy3-miR-206 or mature Cy3-miR-1, or mature Cy3-miR-124 as a control, into 293T cells. Green indicates the GFP coding sequence (CDS); light blue indicates the 3′UTR of dGFP; nucleotides labeled in brown indicate nucleotides in full complementation to mature miRNA; nucleotides labeled in grey indicate random nucleotides not complementing the full sequence of mature miR-1; nucleotides labeled in yellow and red indicate nucleotides in the miRNA target sequence that are complementary and non-complementary, respectively, to the seed sequence; nucleotides labeled in light-green and pink highlight the sequence differences between mature miR-206, miR-124, and miR-1. (**B**) Representative images of dGFP in 293T cells carrying miR-206 canonical sites in 3′UTR. The images show three time points for each cell: 0 min, 5 min, and 10 min after photobleaching. (**C**) The graph shows the cumulative percent of fluorescence of dGFP during the 10 min following photobleaching. The horizontal K_R50_ line indicates the Y value at which 50% of the maximal recovery is achieved in the non-targeting control. (**D**) Quantification of the mean slope of dGFP recovery after photobleaching. Ordinary one-way ANOVA **** *p* < 0.0001. Post-hoc multiple comparisons: * *p*-value < 0.05, ** *p*-value < 0.01, **** *p*-value < 0.0001.

**Figure 3:**
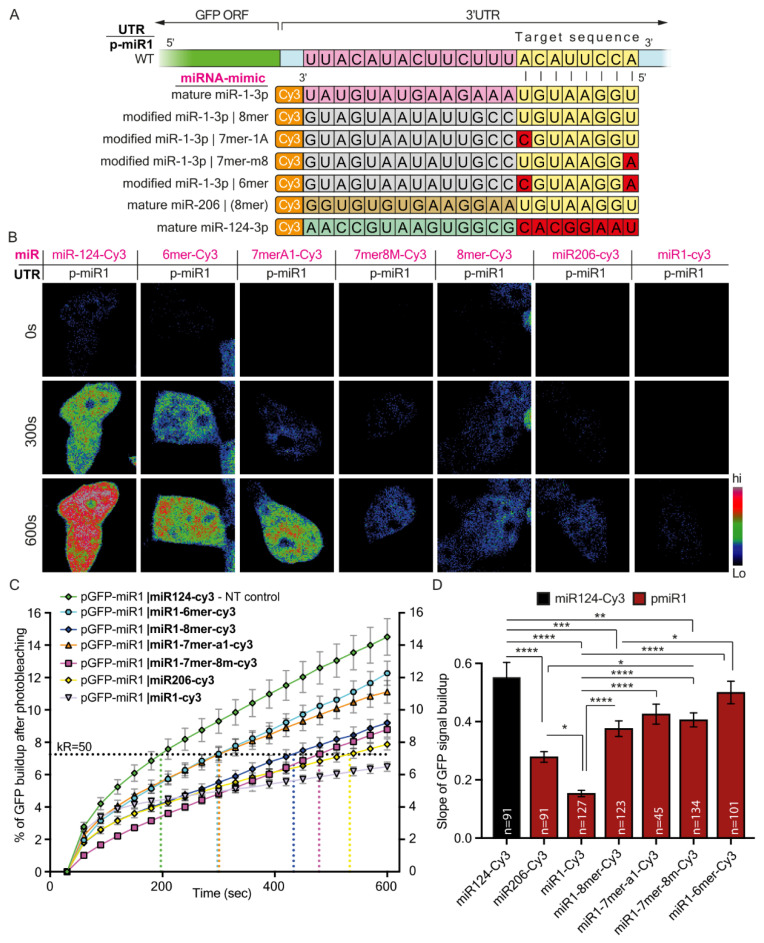
Modified miR-1-3p mimetics differentially regulate protein synthesis of WT 3′UTR. (**A**) A schematic illustration of the experimental setup. Four distinct miRNA mimetics containing mutations in their seed sequence, which mimic the canonical sites usually found on target 3′UTR, and three more mature miRNAs (Cy1-miR-1, Cy3-miR-206, Cy3-miR-124) were each co-transfected into 293T cells, together with dGFP expression plasmid containing the full complementary sequence for miR-1-3p. Green indicates the GFP coding sequence (CDS); light blue indicates the 3′UTR of dGFP; nucleotides labeled in pink indicate nucleotides in full complementation to mature miR-1; nucleotides labeled in grey indicate random nucleotides not complementing the full sequence of mature miR-1, miR-206,and miR-124; nucleotides labeled in yellow and red indicate nucleotides in the miRNA target sequence that are complementary and non-complementary, respectively, to the seed sequence; nucleotides labeled in light green and brown indicate sequence differences between miR-124, miR-206, and miR-1. (**B**) Representative images of dGFP in 293T cells carrying WT miR-1-3p canonical sites in 3′UTR, but co-transfected with modified miR-1-3p variants. The images show three time points for each cell: 0 min, 5 min, and 10 min after photobleaching. (**C**) A graph showing the cumulative percent of fluorescence of dGFP during the 10 min following photobleaching. The horizontal K_R50_ line indicates the Y value at which 50% of maximal recovery is achieved in the non-targeting control. K_R50_ is used as a reference point for comparing kinetic features of protein synthesis and is marked with a vertical-colored dashed line for every condition (**D**) Quantification of the mean slope of dGFP recovery after photobleaching. Ordinary one-way ANOVA **** *p* < 0.0001. Post-hoc multiple comparisons: * *p*-value < 0.05, ** *p*-value < 0.01, *** *p*-value < 0.001, **** *p*-value < 0.0001.

**Figure 4:**
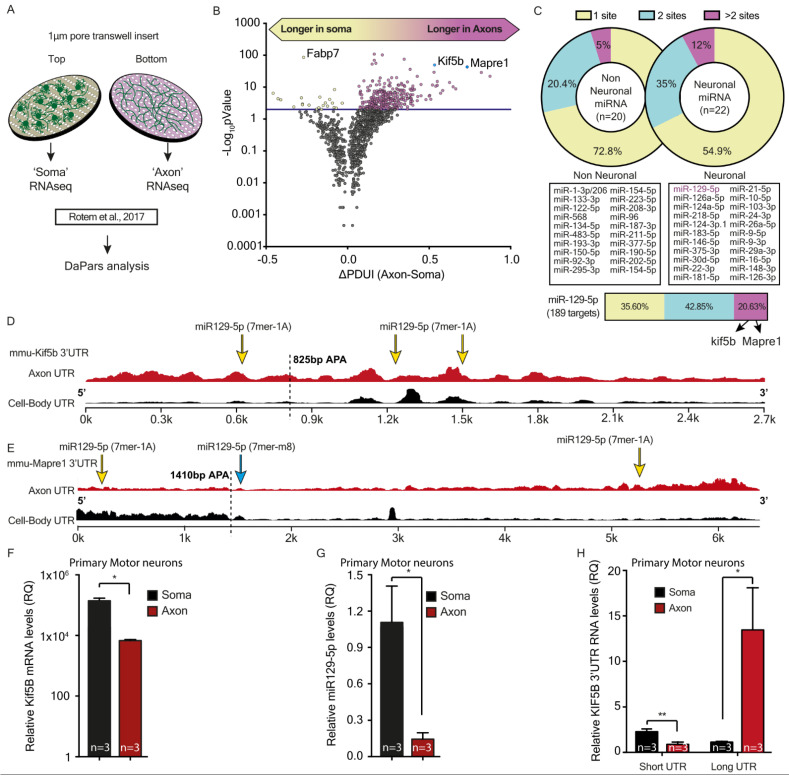
Kif5b mRNA transcript variant length and expression at axon versus cell-body motor neurons. (**A**) Illustration of the transwell insert method used for isolation of axonal RNA from primary motor neuron (MNs). (**B**) A volcano plot demonstrating results of the Dynamitic analysis of Alternative Poly-Adenylation from RNA-seq (DaPars) analysis for the ΔPDUI, representing the differences in the short vs. long 3′UTR ratios in axons vs. cell bodies. Significantly elongated 477 mRNA transcripts are colored in red. Kif5b and Mapre1 (blue) were chosen for further validations. (**C**) Upper panel: analysis of the percent of long 3′UTR transcripts containing 1, 2, or >2 target sequences for neuronal versus non-neuronal miRNAs. The middle panel shows the list of neuronal and non-neuronal miRNAs tested. The lower panel details the specific percent of miR-129-5p targets within the long 3′UTR transcripts that contain 1, 2, or >2 target sequences. Two transcripts with more than two target sequences for miR-129-5p are highlighted: Kif5b and Mapre1. (**D**) The diagram compares 3′UTR coverage of the Kif5b transcript in axons (red) versus cell-bodies (black). The alternative polyadenylation (APA) site is marked with a black dashed line. The yellow arrows indicate positions of miR-129-5p target sequences. (**E**) The diagram compares 3′UTR coverage of Mapre1 transcript in axons (red) versus cell-bodies (black). The APA site is marked with a black dashed line. The yellow arrows indicate positions of miR-129-5p target sequences. (**F**–**H**) RT-qPCR analysis of (**F**) Kif5b coding sequence, (**G**) mature miR-129-5p, or (**H**) shortened and elongated Kif5b 3′UTR expression in axons and cell bodies of primary MNs. Normalized fold change (FC) is shown in Kif5b and miR-129-5p expression to GAPDH and miR-124a-3p, respectively. The 3′UTR expression in each compartment (**H**) is relative to the expression of the coding sequence exons. Unpaired students’ t-test. * *p* < 0.05, ** *p* < 0.01.

**Figure 5:**
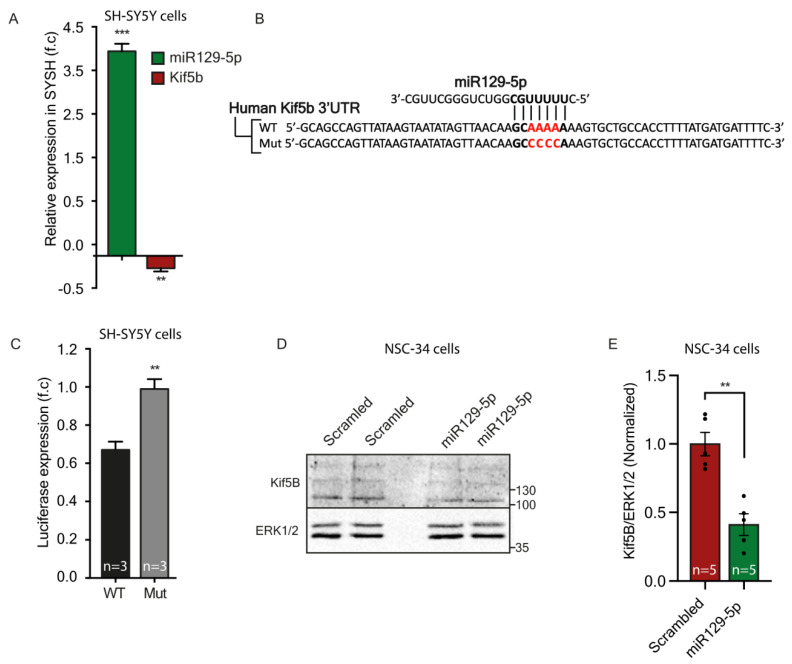
miR-129-5p targets Kif5b mRNA and regulates Kif5b protein levels. (**A**) Real-time PCR analysis of normalized miR-129-5p and Kif5b mRNA expression following 24 h of miRNA overexpression (OE) in the SH-S5Y5 neuroblastoma cell line, relative to control plasmid OE. Unpaired students’ t-test. ** *p* < 0.01, *** *p* < 0.0001. (**B**) Sequences of Renilla/Firefly luciferase under the regulation of Kif5b 3′UTRs that were used for transient reporter assay experiments. Wild-type (WT) and mutant (mut) alleles for miR-129-5p binding sites are presented. The miRNA seed region and complimentary 3′ UTR sequence are marked in bold. Mutagenic nucleotides are marked in red and bold. (**C**) Luciferase activity 48 h following co-transfection of miR-129-5p with Renilla/Firefly luciferase constructs under the regulation of Kif5b 3′UTR. The graph shows the relative expression level of Firefly luciferase standardized to Renilla luciferase. The paired two-tail Student’s t-test was used for statistical analysis (n = 3, ** *p* < 0.01). (**D**,**E**) Western blot (**D**) and analysis of Kif5b protein (~110 kDa) levels in NSC-34 overexpressing miR-129-5p or scrambled control for 72 h. (**E**). ERK1/2 (42–44 kDa) was used as a loading control. ** *p* < 0.01 student’s t-test, n = 5 independent experiments.

**Figure 6:**
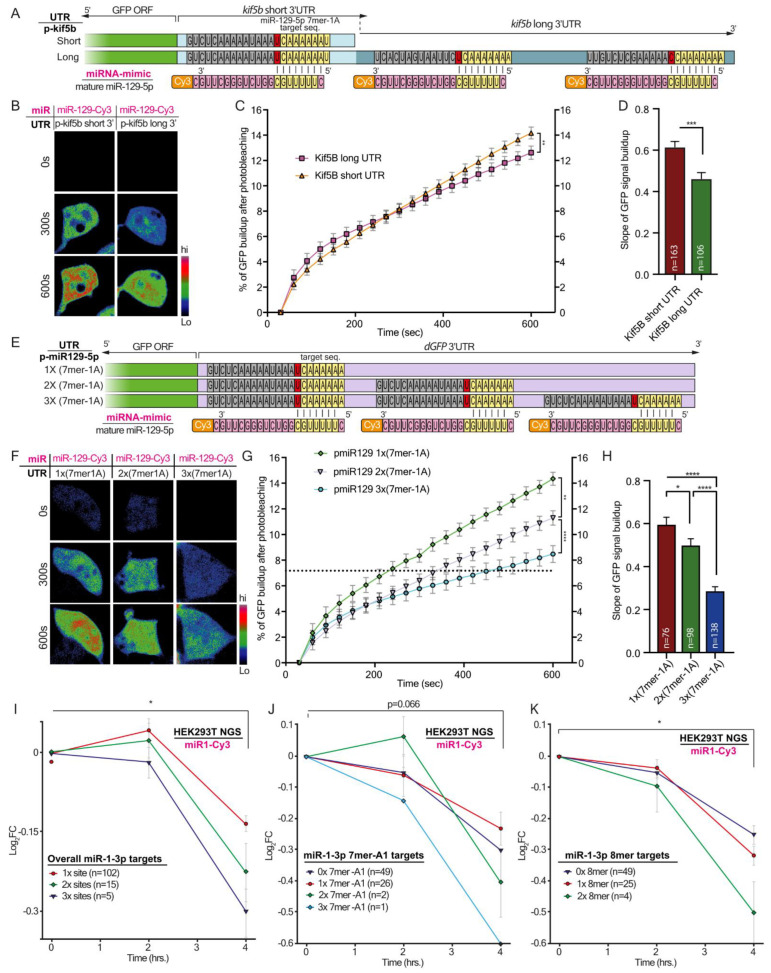
The number of miR-129-5p binding sites differentially regulates the 3′UTR variants of Kif5b and dGFP. (**A**) A schematic illustration of the experimental setup. The 3′UTR of dGFP was replaced with the 3′UTR of either short or long isoforms of Kif5b. Green indicates dGFP coding sequence (CDS). Light and dark blue indicate short and long 3′UTRs Kif5b, respectively. Nucleotides labeled with grey do not complement the mature miR-129-5p sequence. Nucleotides labeled with yellow represent the 7mer-A1 target sequence for miR-129-5p seed. Nucleotides labeled in pink are part of mature miR-129-5p (**B**) Representative images of dGFP in 293T cells carrying short or long 3′UTR of Kif5b, fused to dGFP co-transfected with mature miR-129-5p. Three time points are shown for each cell: 0 min, 5 min, and 10 min after photobleaching. (**C**) The graph shows the cumulative percent of fluorescence of dGFP during the 10 min following photobleaching. ** *p*-value < 0.01. (**D**) Quantification of the mean slope of dGFP signal build-up after photobleaching. *** *p*-value < 0. 001. (**E**) A schematic illustration of the experimental setup. The 3′UTR of dGFP was modified to contain 1X, 2X, or 3X 7mer-A1 target sites for miR-129-5p. Green indicates the dGFP coding sequence (CDS). Light magenta indicates the unmodified 3′UTR of dGFP. Nucleotides labeled with grey do not complement the mature miR-129-5p sequence. Nucleotides labeled with yellow represent the 7mer-A1 target sequence for miR-129-5p seed. Nucleotides labeled in pink are part of mature miR-129-5p (**F**) Representative images of dGFP in 293T cells carrying single, double, or triple miR-129-5p binding sites in the 3′UTR of dGFP co-transfected with mature miR-129-5p. The images show three time points for each cell: 0 min, 5 min, and 10 min after photobleaching. (**G**) The graph shows the cumulative percent of fluorescence of dGFP during the 10 min following photobleaching. ** *p*-value < 0.01, **** *p*-value < 0.0001 (**H**) Quantification of the mean slope of dGFP signal build-up after photobleaching. Ordinary one-way ANOVA **** *p* < 0.0001. Post-hoc multiple comparisons: * *p*-value < 0.05, **** *p*-value < 0.0001. (**I**–**K**) NGS quantification of the transcript levels of the miR-1-3p targets categorized by the (**I**) overall number of sites, * *p*-value < 0.05, (**J**) the number of 7mer-A1 sites, and (**K**) 8mer binding sites for miR-1-3p at 0 h, 2 h, and 4 h after miR-1-3p transfection into 293T cells. * *p*-value < 0.05.

**Figure 7:**
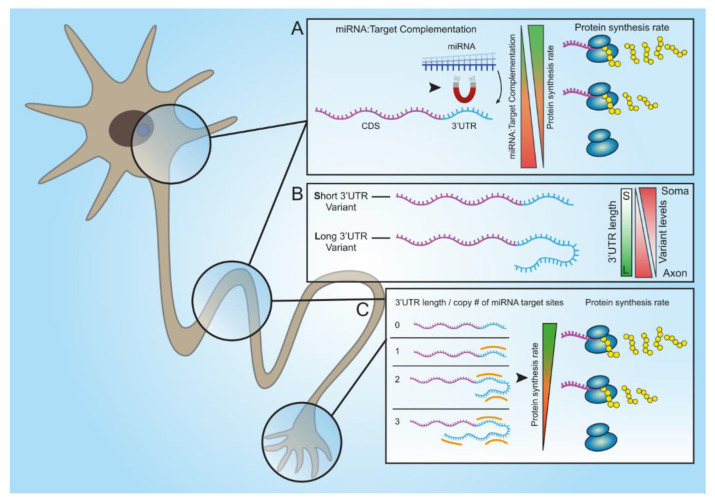
A model of suggested pathways for miRNA-based post-transcriptional regulation at subcellular resolution within motor neuron axons. (**A**) The efficacy of miRNA silencing in cells is determined by the target sequence complementation of the miRNA. Higher complementation (e.g., 8mer) yields stronger target silencing, which results in slower protein synthesis. (**B**) Axonal mRNA transcripts contain longer 3′UTR than do their cell-body variants. (**C**) The long 3′UTRs of axonal transcripts contain multiple miRNA binding site repeats for specific miRNA, which can differentially regulate their subcellular translation. A high repeat number correlates with a lower rate of target translation.

**Table 1:** Mature miRNAs or 3′UTR canonical site sequences.

Primers/miRNAs	Sequence and Dye
miR-1-3p-CY3	5′-UGGAAUGUAAAGAAGUAUGUAU-CY3-3′
miR-1-3p full complementation 3′UTR (WT)	5′-TTACATACTTCTTTACATTCCA-3′
miR-1-3p 8mer 3′UTR	5′-CATCATTATAACGGACATTCCA-3′
miR-1-3p 7mer-8m 3′UTR	5′-CATCATTATAACGGACATTCCT-3′
miR-1-3p 7mer-1A 3′UTR	5′-CATCATTATAACGGGCATTCCA-3′
miR-1-3p 6mer 3′UTR	5′-CATCATTATAACGGGCATTCCT-3′
miR-124-3p-CY3	5′-UAAGGCACGCGGUGAAUGCCAA-CY3-3′
miR-206-CY3	5′-UGGAAUGUAAGGAAGUGUGUGG-CY3-3′
miR-206 full complementation 3′UTR	5′-CCACACACTTCCTTACATTCCA-3′
miR-206 8mer 3′UTR	5′-AATACTTAGAAAGGACATTCCA-3′
miR-1-3p-8mer-CY3	5′-UGGAAUGUCCGUUAUAAUGAUG-CY3-3′
miR-1-3p-7mer-8m-CY3	5′-AGGAAUGUCCGUUAUAAUGAUG-CY3-3′
miR-1-3p-7mer-1A-CY3	5′-UGGAAUGCCCGUUAUAAUGAUG-CY3-3′
miR-1-3p-6mer-CY3	5′-AGGAAUGCCCGUUAUAAUGAUG -CY3-3′
miR-129-5p-CY3	5′-CUUUUGCGGUCUGGGCUUGC -CY3- 3′
miR-129-5p 7mer-1A 3′UTR	5′-TCTCAAAAATAAATCAAAAAA-3′

**Table 2:** SYBR green RT-PCR primers for mRNA quantification.

Primer.	Sequence
hsa-Kif5b For	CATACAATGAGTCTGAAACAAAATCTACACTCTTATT
hsa-Kif5b Rev	CACAAACTGTGTTCTTAATTGTTTTGGC
hsa-GAPDH for	CCACTCCTCCACCTTTGACGCT
hsa-GAPDH rev	ACCCTGTTGCTGTAGCCAAATTCG
mmu-Kif5b CDS For	TAACCTTTCAGTCCATGAAGACAAAAACC
mmu-Kif5b CDS Rev	GACTTCATCTGGACTACACACGAAACG
mmu-Gapdh For	GAGTATGTCGTGGAGTCTACTGGTGTCTTC
mmu-Gapdh Rev	CGGAGATGATGACCCTTTTGGCT
Short 3′UTR For	GGTGTGTCCTTCGTGTCTTCACTGT
Short 3′UTR Rev	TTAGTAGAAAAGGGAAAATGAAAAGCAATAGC
Long 3′UTR For	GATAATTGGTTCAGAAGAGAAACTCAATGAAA
Long 3′UTR Rev	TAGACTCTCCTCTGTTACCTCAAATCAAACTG

**Table 3:** TaqMan RT-PCR probe and primer assay ID for miRNA quantification.

miRNA	Thermo Fisher Scientific Assay ID
miR-129-5p	000590
miR-124a-3p	000446
miR-1-3p	002222
miR-206	000510

**Table 4:** Descriptive statistics for Figure 1D—modifications in p-miR1-GFP target sequences.

	miR1-124	miR1-6mer	miR1-8mer	miR1-7mer-A1	miR 1 -7mer 8m	pmiR1-miR1
**p-miR1|miR1-124-cy3**		0.18723866	0.00140018	0.00318815	0.01248199	8.1725E-14
**p-miR1-6mer**	0.18723866		0.01491379	0.01201426	0.04581773	5.8869E-13
**p-miR1-8mer**	0.00140018	0.01491379		0.27336066	0.49944018	9.0681E-17
**p-miR1-7mer-A1**	0.00318815	0.01201426	0.27336066		0.32428856	6.5754E-06
**p-miR 1 -7mer 8m**	0.01248199	0.04581773	0.49944018	0.32428856		2.1994E-07
**p-miR1|miR1-cy3**	8.1725E-14	5.8869E-13	9.0681E-17	6.5754E-06	2.1994E-07	

**Table 5:** Descriptive statistics for Figure 2C—modifications in p-miR206-GFP target sequences.

	miR-124	miR-206	8mer	GFP (miR-1)	GFP only
**p-miR206|miR124-cy3**		2.23E-07	4.185E-15	1.08E-07	0.209767
**p-miR206|miR206-cy3**	2.23E-07		0.0158373	0.395211	5.75E-06
**p-miR206-8mer**	4.19E-15	0.015837		0.001321	2.75E-13
**p-miR206|miR1-cy3**	1.08E-07	0.395211	0.0013213		2.2E-06
**p-miR206**	0.209767	5.75E-06	2.746E-13	2.2E-06	

**Table 6:** Descriptive statistics for Figure 2C—modifications in synthetic miRNA-1.

	miR124-Cy3	miR1-Cy3	8mer-Cy3	6mer-Cy3	7mer8m-Cy3	7mer1A-Cy3	miR206-cy3
**miR124-Cy3**		8.173E-14	4.806E-06	0.046807	2.083E-07	0.0234587	0.0002063
**miR1-Cy3**	8.173E-14		9.497E-06	9.615E-14	2.381E-05	5.69E-12	4.508E-06
**8mer-Cy3**	4.806E-06	9.497E-06		0.0004608	0.2907446	0.029917	0.379676
**6mer-Cy3**	0.046807	9.615E-14	0.0004608		2.738E-05	0.1732727	0.0043319
**7mer8m-Cy3**	2.083E-07	2.381E-05	0.2907446	2.738E-05		0.0056587	0.204547
**7mer1A-Cy3**	0.0234587	5.69E-12	0.029917	0.1732727	0.0056587		0.0608088
**miR206-cy3**	0.0002063	4.508E-06	0.379676	0.0043319	0.204547	0.0608088	

## Data Availability

Raw data can be accessed via the NCBI GEO repository using accession number GSE188770.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/cells12020233/s1, Figure S1: Experimental system setup; Figure S2: Validation of dGFP signal buildup assay as a reporter for protein synthesis; Figure S3: Variant-calling analysis reveals that 3′UTR variations in miRNA seed regions of axonal mRNAs are extremely rare; Figure S4: Validations of axonal purity and NGS data; Figure S5: Quantification of the miRNA target sequences in long-3′UTR axonal variants; Figure S6: Axonal kif5b transcripts are prone to rapid decay by miR-129-5p.

# Supplementary material for: Multiple Copies of microRNA Binding Sites in Long 3′UTR Variants Regulate Axonal Translation
**Source:** Cells. 2023 Jan 6;12(2):233. doi: 10.3390/cells12020233
**Supplement:** Supplementary file 1

## - Supplementary figures -

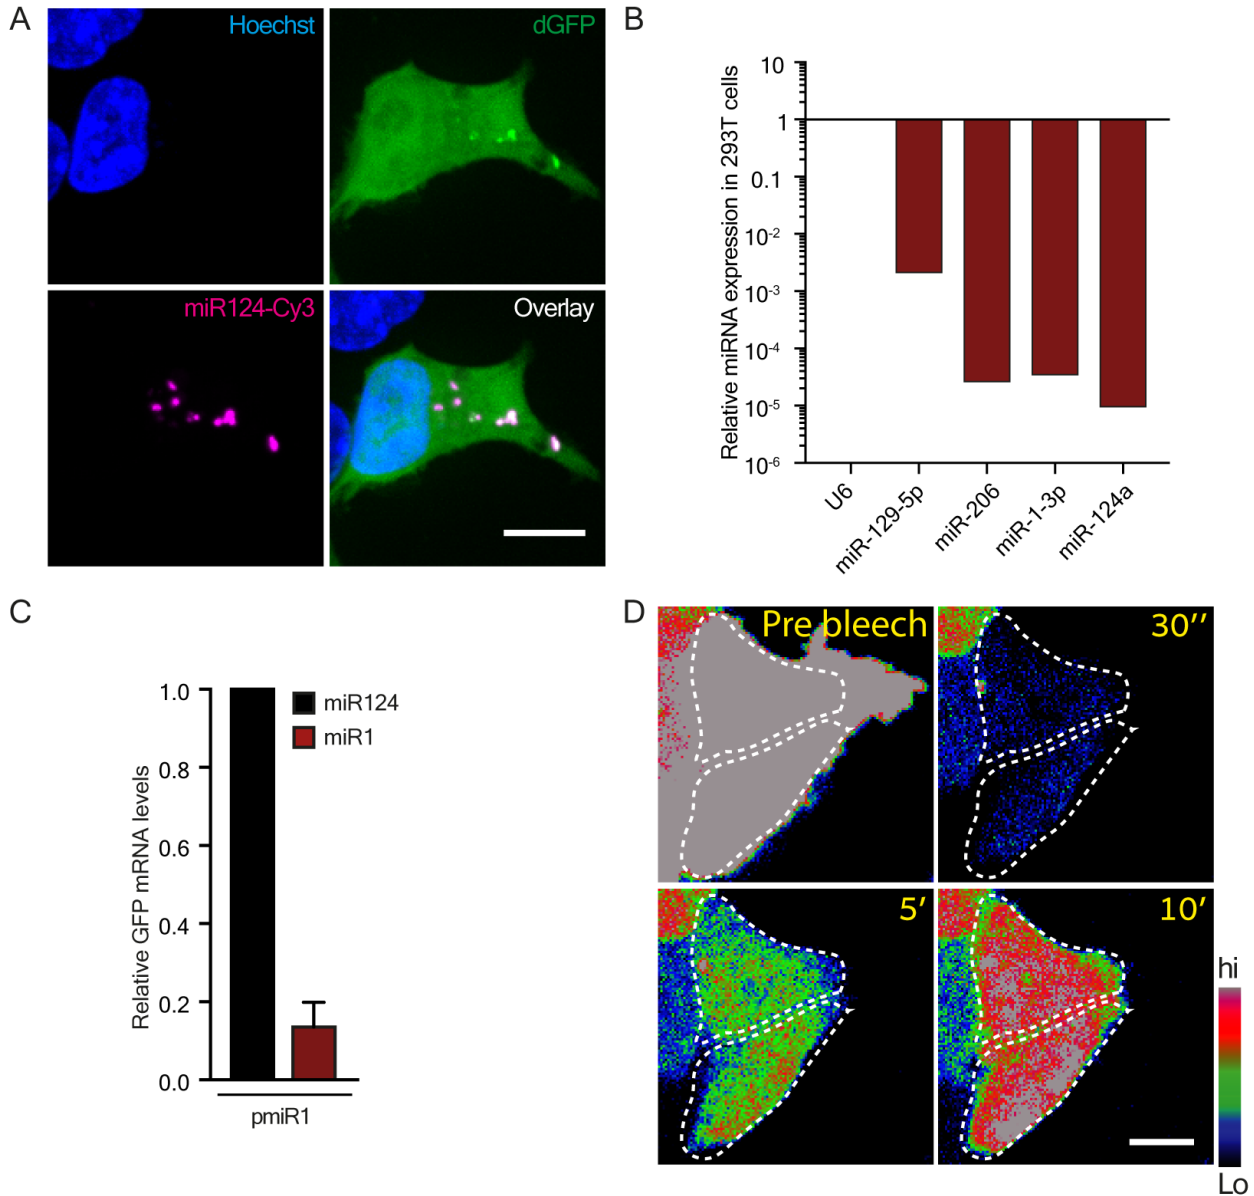

Supplementary Figure S1 – **Experimental system setup.** **A)** A representative image of an HEK-293T cell co-transfected with dGFP (green) and with mature Cy3-miR-124-3p (magenta). Cell nucleus was labeled with Hoechst dye (blue). Scale bar = 10 $\mu$ m. **B)** RT-qPCR analysis of the relative miRNA expression in 293T cells. miRNA relative expression was normalized to U6 expression (1). The Y axis is in log scale. **C)** RT-qPCR analysis of relative WT 3'UTR GFP (full complementation) mRNA levels at 24 hours after transfection with miR-1-3p, or with non-specific miR-124a-3p. **D)** Representative images of dGFP FRAP experiments. Images show dGFP signal prior photobleaching and 30 seconds, 5 minutes as well as 10 minutes after photobleaching in HEK293T.

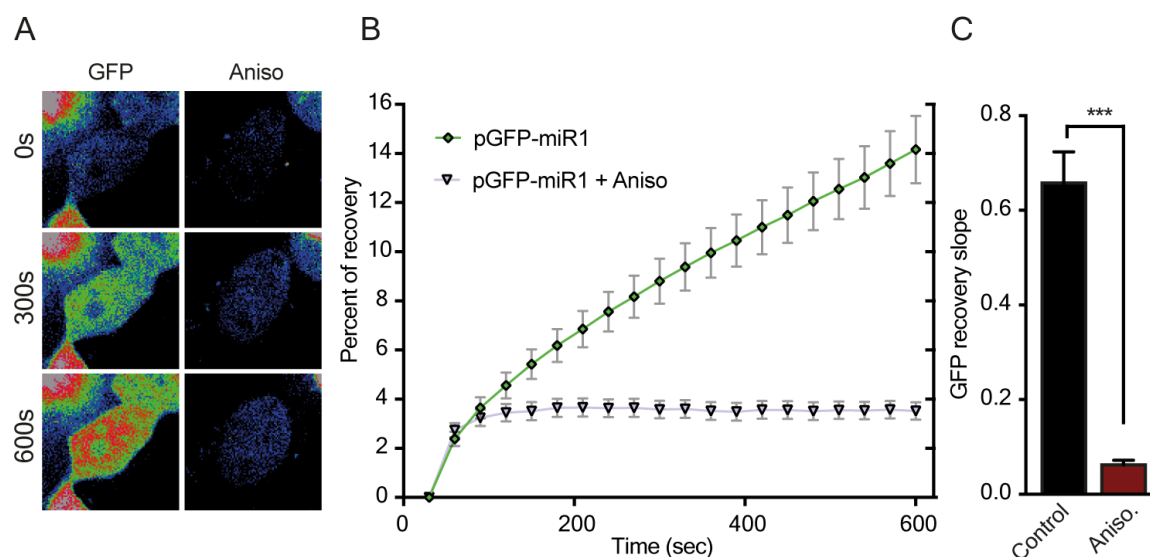

Supplementary Figure S2 – **Validation of dGFP signal buildup assay as a reporter for protein synthesis.** **A)** Representative images of dGFP in 293T. The images show three time points for each cell: 0 minutes, 5 minutes, and 10 minutes after photobleaching in control cultures, or cultures treated with 40 $\mu$ M Anisomycin. **B)** A graph showing the cumulative percent of fluorescence of dGFP during the 10 minutes following photobleaching. **C)** Quantification of the mean slope of dGFP recovery after photobleaching. \*\*\* p-value < 0.001.

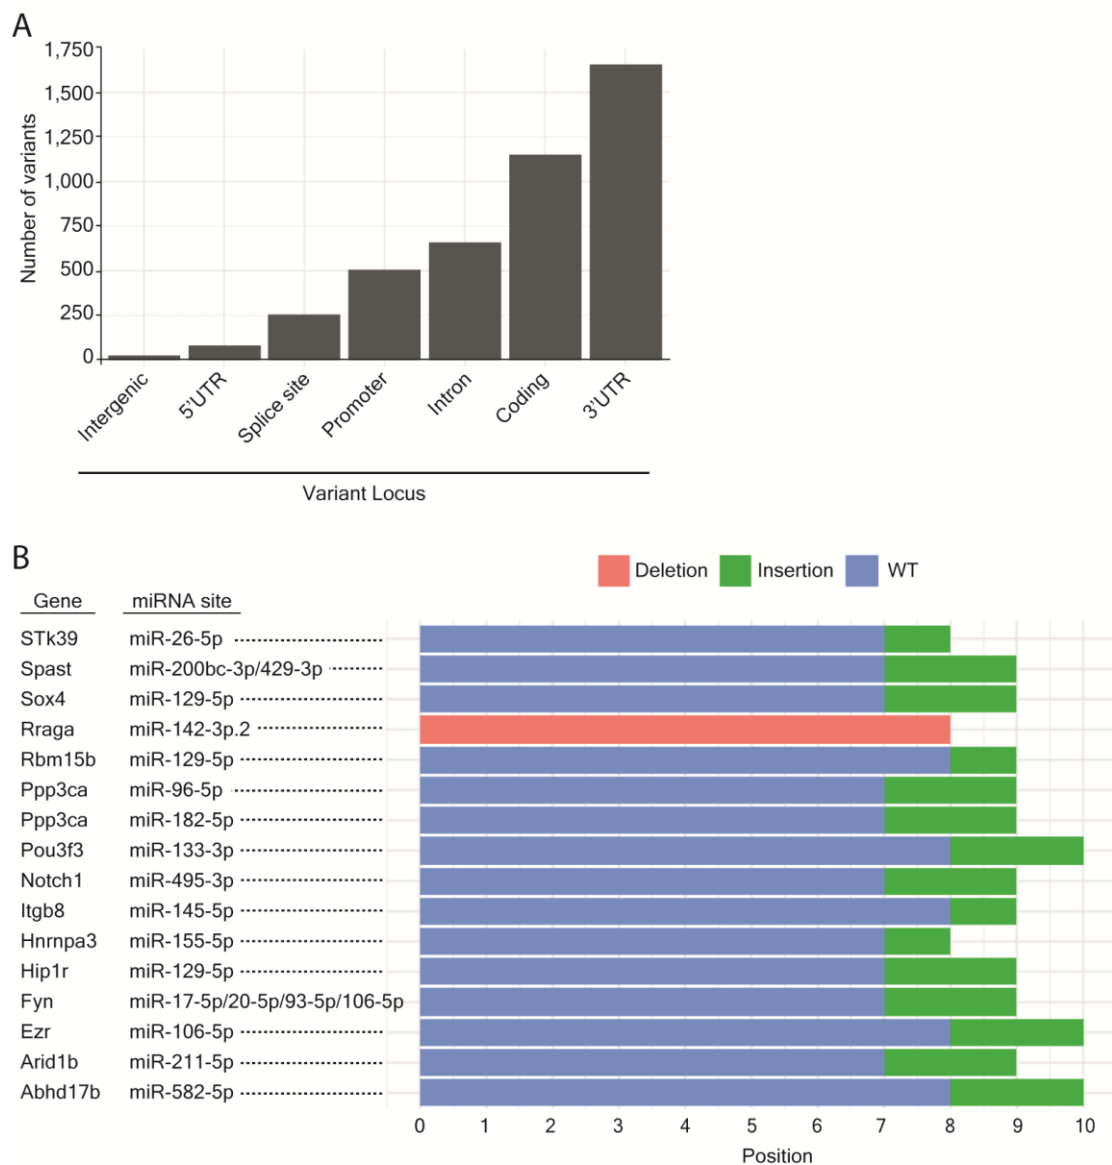

Supplementary Figure S3 – **Variant-calling analysis reveals that 3'UTR variations in miRNA seed regions of axonal mRNAs are extremely rare.** **A)** Segmentation of the number of variants in axons versus soma by the site of variation within the mRNA sequence. **B)** A graph presenting all identified mRNA variants with modified seed regions in axonal transcriptome, and specification of the positions modified.

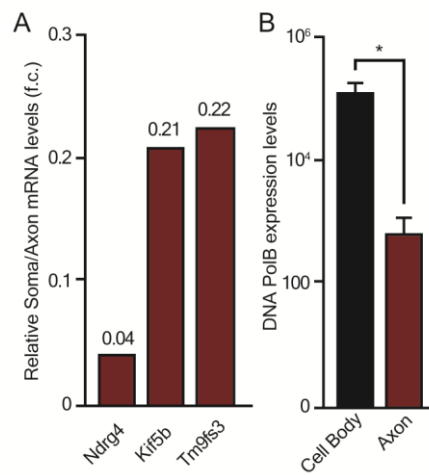

Supplementary Figure S4 – **Validations of axonal purity and NGS data.**

**A)** NGS differential expression results for mRNA with significantly longer 3'UTR: Ndr4, Kif5b, and Tm9fs3 in axons compared to cell bodies. **B)** Relative mRNA levels of DNA polymerase II (PolB) in cell bodies vs. axonal RNA. The Y axis is in log scale. Two-tailed students t-test. \*p-value < 0.05.

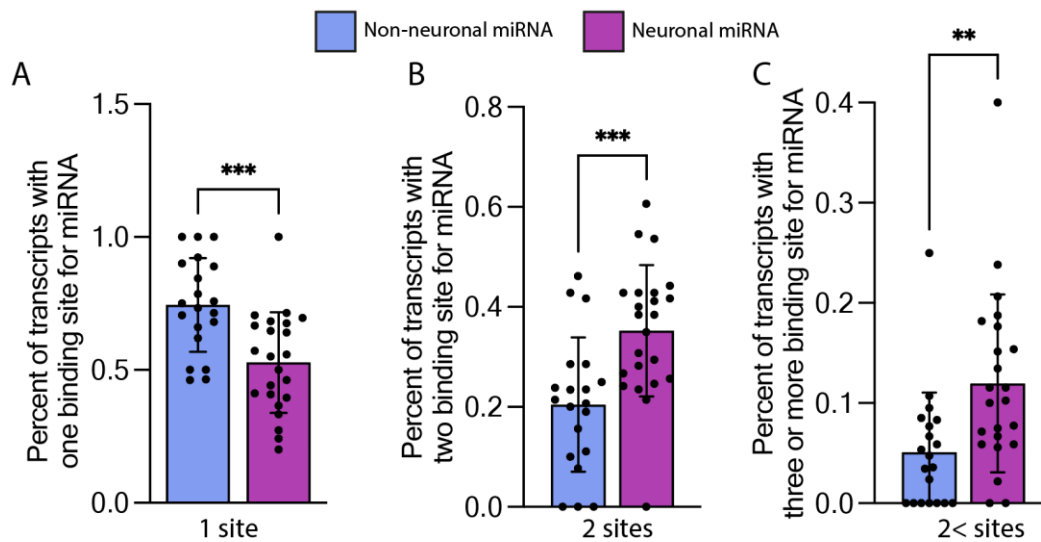

Supplementary Figure S5 – **Quantification of the miRNA target sequences in long-3'UTR axonal variants.** The mouse targets data bases for 20 non-neuronal and 22-neuronal miRNA was acquired from TargetsCan.org and were aligned with the most significant axonal transcripts with long 3'UTR (figure 4B). For each miRNA, the ratio of transcripts containing one, two, or more than two binding sites was calculated. Two-tailed, unpaired students' t-test. \*\* p<0.01, \*\*\* p<0.001.

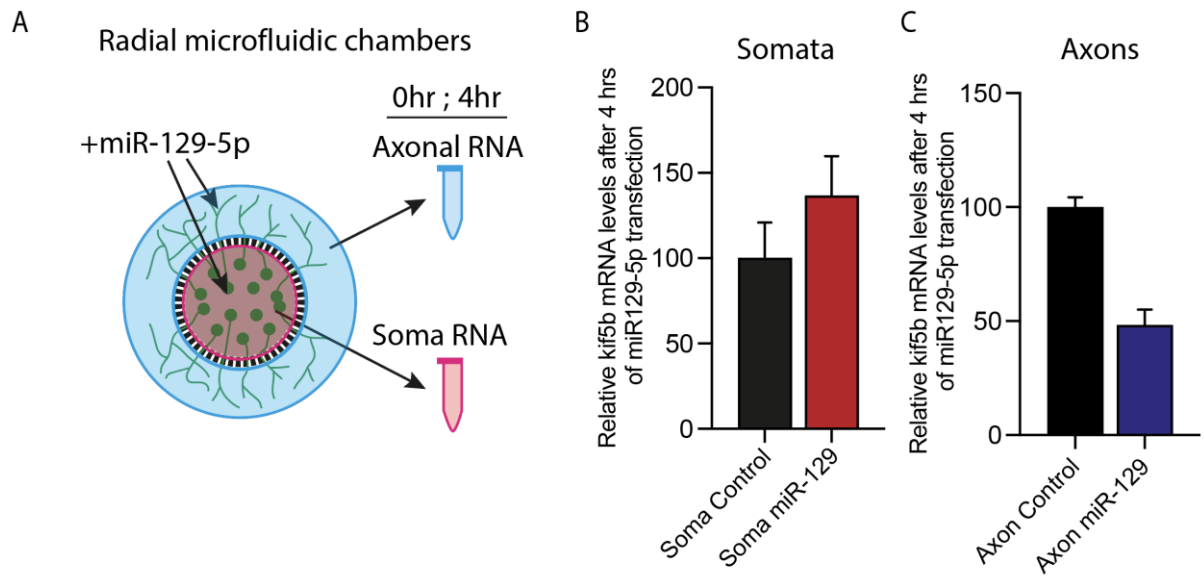

Supplementary figure S6 – **Axonal kif5b transcripts are prone to rapid decay by miR-129-5p.**

**A)** Primary motor neurons were cultured in the central compartment (red) of radial microfluidic chambers. At 14DIV, after axons have massively crossed into the outer compartment (blue), axons and cell bodies were both transfected with either miR-129-5p mimic or by mock transfection. RNA was harvested separately from axonal compartment and soma compartment immediately after transfection, or 4-hours after transfection. **B-C)** qPCR analysis of relative mRNA levels at 4 hours post-transfection compared to time-0 in somata (**B**), and in axons (**C**).

How the deposited data were processed for this re-analysis (not part of the article)

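The data are RNA-seq libraries of 293T cells, untreated at 0 h and at 2 h and 4 h after transfection of miR-1-3p or of a control RNA, with 3 biological replicates in each of 5 groups. The authors deposited raw counts per gene in 15 tables, one for each library, in which each value is the whole number of fragments counted on an Ensembl gene and nothing had been normalized. The tables have the layout of STAR's gene counts, with separate totals of unmapped, multiply mapping, ambiguous and unassigned fragments. The paper names fastp and STAR for the time course and, in its general RNA-seq section, fast-mcf, TopHat2, HTSeq, GRCh37 and DESeq2. The release of the annotation behind the counts is not stated in the tables. The layout gives counts for either strand and for each strand, and the counts for either strand were used, since the strands shared the fragments about equally. Multiply mapping and ambiguous fragments had been left out by the counting, so genes with near-identical copies and overlapping genes are measured with less certainty.

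Samples were grouped by the sample annotation, which has 1 untreated group at 0 h, whereas the paper's methods name a miR-1-3p and a control group at each of 0, 2 and 4 h. The pairing of libraries by replicate number comes from the biological repeat number that the annotation gives to each library, and it was checked by correlating the deviations of libraries from their group means. No pair of replicate libraries had the same counts within sampling noise (the chi-square per degree of freedom ranged from 14.6 to 127), so every library was counted as a separate replicate. The total on genes ranged from 24226376 to 38481298 per library, with a median of 29225647, and the 10 most counted genes took between 4.04% and 4.81% of it. At this depth the counting error of an expressed gene is small against the spread between replicates.

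The counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and mgcv 1.9.3, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr on the 5 groups (minimum count 10, minimum total count 15), scaled with TMM factors and tested with the quasi-likelihood test on group means over all 15 libraries, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 7 comparisons were miR-1-3p against control at 2 h and at 4 h, each transfected group against 0 h, and the change in the effect of miR-1-3p between the times. CPM values are counts divided by the TMM-scaled total of the library, as edgeR gives them, and log2 values per library used a prior count of 2. Classes of genes were tested with camera in limma on the fitted statistics, with a preset inter-gene correlation of 0.01, against the genes without a site or against another class. The p-values of classes are given after Benjamini-Hochberg adjustment over the classes of 1 comparison, over 8 comparisons of one class with another, or over 21 sets of other genes (16 with the block). Those 8 comparisons, the 21 sets and the adjustment over 3 classes after the correction for 3′UTR length were grouped after their p-values had been seen. Class levels per library were compared with exact permutation tests, whose smallest two-sided p-value for 3 against 3 is 0.1. These tests ignored the pairing by replicate number.

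The 3′UTR sequences came from GENCODE release 44 on GRCh37, and the longest annotated 3′UTR of each gene was searched for the sites. Coordinates are on that build and count from 1. The genes named in the text were fixed before the data were examined: the genes that the paper measured by RT-qPCR, KIF5B, MAPRE1 and GAPDH, and the largest changes among genes past the threshold, of which there were none in the comparisons the rule covered. Other genes are named only where so few were called that each can be given, and those were chosen after their values had been seen.

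The procedure was tested on simulated data. Of 200 genes among 18393 that were given an absolute log2 fold change of 1.5, 98.5% were recovered, with 9 false calls among the unchanged genes. A class of 477 genes shifted by -0.1 came back at -0.10 and was called, an unshifted class was not called, and 0 of 100 random sets had a p-value under 0.05 (camera). Each gene was drawn independently, without the deviations that same-numbered libraries share. These runs therefore cannot show how camera behaves where genes of a class vary together. At 4 h against the control, SRSF9 (-0.49) and the 8mer class (-0.037) changed less than the simulated genes and class. Recovery of effects that small was not simulated. In a scan of words of 7 bases, 18 of 20 words planted in turn with a shift of -0.05 ranked first among 16049 words, and the worst ranked at 388. The noise of that scan was also drawn independently for each gene.

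The alternatives tried were upper-quartile scaling and library size in place of TMM factors, a minimum of 10 counts in every library and all genes with at least 1 count in place of the filter, the replicate number as a block, only the compared groups in the model, each replicate number left out in turn, a minimum absolute log2 fold change of 0.5 and DESeq2 in place of edgeR. For the classes they were also the 3′UTR of the canonical transcript, the shortest annotated 3′UTR of at least 50 bases, genes with a mean of at least 10 CPM, genes with further 6mers left out, an inter-gene correlation estimated for each set, and an adjustment of the log2 fold changes for 3′UTR length and GC content with and without the block. DESeq2 with the replicate block was added after the data had been seen. TargetScan's predictions and the paper's own target lists were not used here, and the RT-qPCR and imaging measurements were not analysed here.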

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

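Of the tests below, the adjustment of the 2 h shifts for 3′UTR length, the control comparison without replicate 1 and the comparison of SLC30A1 between miR-1-3p and control were chosen after the results had been seen.

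The effect of miR-1-3p differed between 4 h and 2 h in most classes of targets, tested as the change in the difference between miR-1-3p and control. The shift in that change was -0.080 for single 8mer genes (camera, adjusted p = 6.2e-06, lower in 3 of 3 replicate numbers), -0.049 for 7mer-m8 genes (adjusted p = 0.00086, 3 of 3), -0.046 for genes with 1 site (adjusted p = 0.0016, 2 of 3), -0.080 for genes with 2 sites (adjusted p = 7.5e-08, 2 of 3) and -0.11 for genes with 3 or more sites (adjusted p = 1.0e-10, 2 of 3). By 7mer-A1 sites it was -0.065, -0.046 and -0.060 for targets with 0, 1 and 2 or more. By 8mer sites it was -0.046, -0.087 and -0.12, and these 6 values also passed an adjusted p-value of 0.05. It did not pass for single 7mer-A1 genes (-0.031, adjusted p = 0.070, 2 of 3, and -0.018 after adjustment for 3′UTR length and GC content) or for single 6mer genes (-0.030, adjusted p = 0.081, 2 of 3). With the replicate block the value of the single 8mer genes was -0.081. The technical explanation tested was a dependence of the libraries on the length and GC content of 3′UTRs, which differ between the classes and the background. After adjustment for both, the 8mer value was -0.068 (adjusted p = 8.6e-05), so the dependence does not account for the difference between the times. The rise of the classes at 2 h itself did not remain after the same adjustment, with -0.0018 for the 8mer genes (adjusted p = 0.51), which suggests that 3′UTR length and GC content account for it. Genes with 3 or more sites were at -0.013 at 2 h after the adjustment (adjusted p = 0.11, under 0.05 before adjustment over the 3 classes), and the 21 targets of miR-1 listed beforehand were lower at 2 h in 3 of 3 pairs (-0.057, adjusted p = 0.10), so a weaker effect at 2 h is not excluded. A hypothesis that remains is that repression by miR-1-3p grew between 2 h and 4 h, which was found and tested on the same libraries.

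Single 8mer genes were higher in the control at 4 h than at 0 h, with a shift of 0.074 (camera, adjusted p = 0.0014; with the replicate block 0.076, adjusted p = 0.0023; exact permutation p = 0.9, two-sided), although these cells received no miR-1-3p. The paper does not report site classes in the control. The rise came from replicate 1, since the differences were 0.25, -0.0073 and -0.0084 in the 3 same-numbered pairs. After adjustment for 3′UTR length and GC content the shift was 0.011 (adjusted p = 0.90), and without replicate 1 in any group it was -0.016. Both values are consistent with a technical difference of the untreated library of replicate 1 that depends on 3′UTR length, and no biological explanation was needed or tested.

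SLC30A1 and ZSWIM6 were higher at 2 h than at 0 h, and the paper discusses neither gene. The log2 fold change of SLC30A1 was 1.03 with miR-1-3p (adjusted p = 0.00082, edgeR) and 0.90 in the control (adjusted p = 0.0045, edgeR), higher in 3 of 3 pairs in each. With the replicate block these were 1.03 (adjusted p = 3.0e-05, edgeR) and 0.90 (adjusted p = 0.00019, edgeR). SLC30A1 had 52.4 ± 3.75 CPM at 0 h, 98.1 ± 7.83 in the control at 2 h and 79.0 ± 3.02 in the control at 4 h (SD, n = 3 in each). ZSWIM6 had a log2 fold change of 0.85 with miR-1-3p (adjusted p = 0.040, edgeR; higher in 3 of 3 pairs; with the replicate block adjusted p = 0.0074). SLC30A1 encodes a zinc exporter, so a response to metal during transfection is a possible explanation. Under it, metallothionein genes would rise as well: 3 of them passed the expression filter, and in the control at 2 h they were higher by 0.36 on the log2 scale, in only 2 of the 3 pairs, with -0.37 in replicate 1. This did not pass after adjustment over the 21 sets tested (camera, adjusted p = 0.054; with the replicate block 0.37, adjusted p = 0.063). At 4 h they were higher in the control by 0.70 (adjusted p = 0.00043; with the replicate block 0.72, adjusted p = 0.00058), by 0.065 in replicate 1. With miR-1-3p at 4 h they were higher by 0.63 (adjusted p = 0.0079; with the replicate block 0.65, adjusted p = 0.0084), in 2 of 3 pairs, with -0.011 in replicate 1. An effect of miR-1-3p on SLC30A1 did not pass, since its log2 fold change against the control at 2 h was 0.13 (adjusted p = 1.0, edgeR). It was higher with miR-1-3p in 3 of 3 pairs at 2 h, and at 4 h, by 0.12, also in 3 of 3. A small rise with miR-1-3p is therefore not excluded, but most of the rise from 0 h was also present in the control. The rises of SLC30A1, ZSWIM6 and the metallothionein genes rest on comparisons with the 0 h libraries, 1 of which stands apart from the others. The 0 h cells differ from the rest in transfection and time together, so that metal, transfection reagent and medium change cannot be told apart here.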

How the results depend on the processing

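For 38 results, 527 values were computed under alternatives, of which 420 kept their direction and their side of the threshold (or, for gene counts, stayed within 1.5 times), 36 lost the threshold, 14 gained it, 32 gene counts moved and 25 reversed. The alternatives were set beforehand, except DESeq2 with the replicate block. For the classes, the threshold in these labels is 0.05 for camera's p-value before adjustment over classes. For each change below the cause was not tested.

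The 8mer shift against the control at 4 h stayed between -0.070 and -0.032 under all alternatives set beforehand and between -0.038 and -0.035 without each replicate in turn, and it lost the threshold only with an inter-gene correlation estimated for the set (-0.037, adjusted p = 0.50). That estimate leaves the shifts as they are. It was not run for the change from 2 h to 4 h, for the numbers of sites at 2 h or against 0 h, or for the control against 0 h. Nor was it run for any shift adjusted for 3′UTR length and GC content, for the other sets of genes, or for the 7mer-A1 and 8mer counts against the background. Where it was run, the class results under 0.05 before adjustment over classes were lost, except 6mer at 2 h. The results lost (camera) were 8mer, 7mer-m8 and 7mer-A1 at 2 h (0.043, 0.035 and 0.036, adjusted p-values from 0.10 to 0.12), 7mer-A1 at 4 h against 0 h (0.054, adjusted p = 0.38), 8mer against 7mer-A1 (-0.042, adjusted p = 0.61), 2 sites (-0.023, adjusted p = 0.45), 3 or more sites (-0.042, adjusted p = 0.45), 3 or more against 1 site (-0.032, adjusted p = 0.62), and 2 or more and 1 against no 8mer (-0.061, adjusted p = 0.61, and -0.027, adjusted p = 0.62). The evidence for the class shifts therefore depends on how far genes of a class vary together.

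Adjustment for 3′UTR length and GC content moved most class results. At 4 h, 7mer-m8, 1 site and 2 against 1 site passed at -0.041, -0.038 and -0.025, and 7mer-A1 reversed to -0.023. At 2 h against the control, 8mer, 7mer-m8 and 7mer-A1 reversed to -0.0018, -0.0048 and -0.0053, and 6mer fell to 0.00065. In the comparison of 4 h with 0 h, 8mer, 7mer-m8 and 7mer-A1 reversed to -0.058, -0.040 and -0.030. In the same adjustment with the replicate block, these values were -0.041, -0.038, -0.025 and -0.023 at 4 h, -0.0018, -0.0049, -0.0050 and 0.00084 at 2 h, and -0.058, -0.041 and -0.031 against 0 h. What makes the libraries depend on 3′UTR length was not settled.

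With the replicate block alone, no class result changed direction or side. The counts of changed genes rose to 127 (4 h against 0 h, miR-1-3p; 74 higher), 20 (2 h, miR-1-3p; 18 higher), 18 (4 h, control; 10 higher) and 8 (2 h, control; 8 higher). With DESeq2 they were 1 (miR-1-3p against control at 4 h, SERP1, lower), 2 (miR-1-3p at 4 h against 0 h, SLC30A1 and CBFB), 5 (miR-1-3p at 2 h, SLC30A1, ZSWIM6, CPEB2, DIPK2A and ZNF100), 2 (control at 4 h, SLC30A1 and VGLL4) and 3 (control at 2 h, SLC30A1, ZSWIM6 and ZNF100). With DESeq2 and the replicate block, chosen after the data had been seen, the counts in the same order were 15 (0 higher), 805 (520 higher), 438 (285 higher), 91 (56 higher) and 104 (90 higher). All genes with at least 1 count gave 2 (TWF1 and GJA1, lower), 18 (12 higher), 11 (10 higher), 6 (5 higher) and 5 (SLC30A1, INSIG1, GPCPD1, NEAT1 and CCN1). A minimum of 10 counts gave 1 gene at 4 h against 0 h with miR-1-3p (SLC30A1). Library size alone gave 1 gene at 2 h with miR-1-3p (SLC30A1), and only the compared groups gave 0 genes at 2 h with miR-1-3p (195 before adjustment) and 0 in the control (122 before adjustment). These genes were named after their values had been seen.

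With all genes with at least 1 count, 7mer-m8 and 7mer-A1 against the control at 4 h reversed to 0.0066 and -0.0033, 7mer-m8 against 7mer-A1 reversed to 0.010, 2 or more against no 7mer-A1 reversed to -0.032, 6mer at 2 h lost the threshold at 0.014 and 7mer-A1 against 0 h at 0.038. A minimum of 10 counts reversed 6mer at 4 h to 0.00054 and gave 0.048 for 7mer-A1 against 0 h, which was lost. A mean of at least 10 CPM gave -0.020 for 7mer-m8 at 4 h, which passed, 0.0018 for 6mer at 4 h, which reversed, and 0.046 for 7mer-A1 against 0 h, which was lost. Genes with further 6mers left out gave 0.023 for 7mer-m8 and 0.027 for 7mer-A1 at 2 h, and 0.046 for 7mer-A1 against 0 h, all lost. The shortest 3′UTR gave -0.024 for 7mer-m8 at 4 h, which passed, 0.021, 0.016, 0.014 and 0.010 for 8mer, 7mer-m8, 7mer-A1 and 6mer at 2 h and 0.038 for 7mer-A1 against 0 h, all lost, and -0.0041 for 2 or more against no 7mer-A1, which reversed. Upper-quartile scaling gave 0.055 for 7mer-A1 against 0 h, which was lost.

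Leaving out each replicate in turn, the counts ranged from 0 to 1 (miR-1-3p against control at 4 h; GJA1 without replicate 1), from 0 to 2 (miR-1-3p at 4 h against 0 h; GJA1 and HSPA1B, whose reads HSPA1A shares), from 0 to 0 (miR-1-3p at 2 h), from 0 to 1 (control at 4 h; HSPA1B) and from 0 to 0 (control at 2 h). The 4 h shifts against the control ranged from -0.023 to -0.0079 (7mer-m8), from -0.012 to 0.0063 (6mer), from -0.033 to -0.014 (2 sites) and, for 1 against no 8mer, from -0.032 to -0.026. They ranged from -0.015 to -0.0046 for 1 site and from -0.056 to -0.022 for 3 or more sites. The difference between 3 or more sites and 1 site ranged from -0.041 to -0.014, and that between 2 sites and 1 site from -0.018 to -0.0068. The values by number of sites kept their sign, but their size depended on the replicates included. At 2 h the shifts against the control ranged from 0.026 to 0.074 (8mer), from 0.020 to 0.064 (7mer-m8), from 0.023 to 0.064 (7mer-A1) and from 0.017 to 0.045 (6mer). Against 0 h at 4 h they ranged from -0.053 to 0.082 (8mer), from -0.023 to 0.081 (7mer-m8) and from -0.0077 to 0.090 (7mer-A1), with the lowest value of each without replicate 1. Of 88 values of 8 genes measured by RT-qPCR, 87 stayed on the same side of the threshold and 1 passed it, SRSF9 under DESeq2 with the replicate block.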

Differences from the paper's values

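None of the alternatives named here was chosen after the results had been seen, except where this is stated. The paper's values were read by eye from figures, and its error bars are SEM; the values set against them are means of log2 fold changes from 0 h in miR-1-3p cells over the genes of each class, whose SD over the 3 same-numbered pairs ranged from 0.077 to 0.27. Of 26 mean values compared, 23 differ in sign or by more than that SD, and most of those at 2 h differ in sign alone.

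At 4 h in Fig. 1F, the paper's values are about -0.30 for 8mer, about -0.29 for 7mer-8m and about -0.22 for 7mer-1A targets, read by eye, against 0.0024, 0.0060 and 0.019 here. In Fig. 6I they are about -0.14 for 1 site, about -0.23 for 2 sites and about -0.30 for 3 sites, against 0.012, 0.012 and 0.039. In Fig. 6J they are about -0.30, about -0.23, about -0.40 and about -0.60 for 0, 1, 2 and 3 7mer-A1 sites, against 0.0033, 0.017, 0.038 and 0.087. In Fig. 6K they are about -0.25, about -0.32 and about -0.50 for 0, 1 and 2 8mer sites, against 0.013, 0.013 and -0.022. None of the alternatives set before the data were examined brought any of these 4 h values within that SD, and they lay between -0.15 and 0.18 over all of them.

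At 2 h in Fig. 1F, the paper's values are about -0.060 for 8mer, about -0.055 for 7mer-8m and about -0.025 for 7mer-1A, read by eye, against 0.048, 0.032 and 0.031. In Fig. 6I the value for 3 sites is about -0.02, against 0.093. In Fig. 6J the values for 0, 1 and 3 7mer-A1 sites are about -0.05, about -0.06 and about -0.14, against 0.040, 0.043 and 0.13. In Fig. 6K the values for 0, 1 and 2 8mer sites are about -0.05, about -0.04 and about -0.10, against 0.036, 0.066 and 0.070. A value is taken to differ when its sign is the other or when it is farther away than the SD over the pairs. All of these 2 h values but those of 7mer-8m and of 3 7mer-A1 sites lie within that SD and differ in sign alone. The SD came from all 3 pairs under every alternative, untreated replicate 1 included. Whether a 2 h value differs under an alternative therefore rests mostly on its sign. For each of these 2 h values, the value adjusted for 3′UTR length and GC content no longer differs, with -0.011 for 8mer, -0.013 for 7mer-8m and -0.018 for 7mer-1A. With the replicate block as well, none differs but that of 3 7mer-A1 sites, and without replicate 1 none differs but that of 7mer-8m. Under the other alternatives all of them differ. The 3 values at 2 h that do not differ do so with the adjustment, with the replicate block as well, and without replicate 1. With the adjustment, 1 site is at -0.015, 2 sites at -0.024 and 2 7mer-A1 sites at -0.035, below 0 where the paper's values, read by eye in Fig. 6I and Fig. 6J, are about 0.04, about 0.02 and about 0.06. Without replicate 1 these values are -0.0023, -0.013 and -0.025.

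The numbers of genes differ as well. Fig. 1F gives about 17 genes for 8mer, about 21 for 7mer-8m and about 16 for 7mer-1A, against 481, 847 and 1155 genes tested here. Fig. 6I gives about 100, about 15 and about 5 genes for 1, 2 and 3 sites, against 2483, 584 and 143. Fig. 6J gives about 49, about 26, about 2 and about 1 genes for 0, 1, 2 and 3 7mer-A1 sites, against 1523, 1496, 208 and 35, and Fig. 6K gives about 49, about 25 and about 4 for 0, 1 and 2 8mer sites, against 2471, 750 and 39. No alternative brought any of these 13 numbers within 1.5 times of the paper's. The paper's text does not name the genes of its classes, and the comparison was made with every tested gene that has such sites.

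The paper states that targets fell after miR-1-3p transfection, the more so with stronger complementation. Against 0 h, the classes were not lower here before adjustment, and the 7mer-A1 class had a shift of 0.054 relative to genes without a site. This came from replicate 1, without which the shifts were -0.053, -0.023 and -0.0077 for 8mer, 7mer-m8 and 7mer-A1, which is the paper's order. After adjustment for 3′UTR length and GC content, an alternative set before the data were examined, the shifts at 4 h against 0 h were -0.058, -0.040 and -0.030 for 8mer, 7mer-m8 and 7mer-A1, in the paper's order. The paper states that RT-qPCR of single genes bears out the sequencing. Here CDK6 and GCLC were higher with miR-1-3p than with control at 4 h, with log2 fold changes of 0.083 and 0.057, and against 0 h SOX9, CDK6, CNN3 and GCLC were higher by 0.046, 0.35, 0.054 and 0.13. SRSF9 passed an adjusted p-value of 0.05 over all genes only under DESeq2 with the replicate block (0.00079), which was chosen after seeing the values.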

Other observations

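Of the tests below, the adjustment of the word scan for 3′UTR length and GC content, the site count in the genes called by DESeq2 with the replicate block, the adjustment of the miR-17 and let-7 shift, and both tests on the untreated library of replicate 1 were chosen after the results had been seen.

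Which words of 7 bases in 3′UTRs go with lower expression was asked without reference to the known seed, over 16049 words each found in at least 100 of 13651 genes. The word scan was run on log2 fold changes adjusted for 3′UTR length and GC content, because long 3′UTRs had already been seen to shift together. At 4 h against the control, ACATTCC ranked first (shift -0.051, z = -12.7) and CATTCCA ranked 2 (shift -0.036, z = -9.58), ahead of CATTCCT (z = -7.15), which contains the 6mer. Without the adjustment the same 2 words ranked 414 and 1941, so their place at the top depends on it. In the change from 2 h to 4 h, which cancels what both times share, they ranked 1 and 2 after adjustment and 1 and 9 without it. At 2 h against the control ACATTCC ranked 1715 (z = -1.34) and CATTCCA 774 (z = -2.03). These ranks are in line with seed pairing of miR-1-3p at 4 h and leave a weaker effect at 2 h open. Whether transfection or time alone gives the pattern was asked in the control at 4 h against 0 h. Its 8mer shift of 0.074 comes from untreated replicate 1 and cannot answer this, and after adjustment the seed words ranked 12958 and 9464 there. The lowest word in the control at 4 h against 0 h had z = -4.83 and the next one z = -4.79, so no word stood out as a seed of the control RNA.

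A set of 21 targets of miR-1, listed beforehand from general knowledge, was lower with miR-1-3p at 4 h, with a shift of -0.22 on the log2 scale (camera, adjusted p = 1.5e-14 over 21 tests of such sets; with the replicate block -0.22, adjusted p = 1.8e-14; lower in 3 of 3 pairs, by -0.082, -0.29 and -0.30). The shift was -0.057 at 2 h (camera, adjusted p = 0.10) and 0.098 in the control at 4 h against 0 h (camera, adjusted p = 0.15). The p-values of this set rest on the preset inter-gene correlation of 0.01. The values are consistent with activity of the transfected miR-1-3p on strong targets. Pairing outside the 3′UTR was not seen: 244 genes with an 8mer in the coding sequence and no site in the 3′UTR had a shift of 0.016 at 4 h (adjusted p = 0.91; with the replicate block 0.012, adjusted p = 0.94).

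DESeq2 with the replicate block called 15 genes lower with miR-1-3p than with control at 4 h, each lower in 3 of 3 pairs: SERP1, SRSF9, TWF1, GJA1, LRRC8A, LASP1, CBX6, H3-3B, PTBP1, TIMP3, PHAX, HPS4, ADAR, RNF40 and XPO6. Their log2 fold changes ranged from -0.82 (TWF1) to -0.27 (HPS4), and their adjusted p-values from 0.00012 to 0.049. All 15 carry a site of 7 or 8 bases in the 3′UTR. So do 25.7% of the 6566 genes with a 3′UTR that were counted as tested for this comparison, a smaller set than the 13651 genes of the word scan. Random draws matched on 3′UTR length held 3.98 such genes on average, and the share of 10000 draws with as many was 1e-04, the smallest they can give. The site count is consistent with direct targeting of these genes. The real grouping gave the most genes, and it alone, 1 of the 4 splits of the libraries that part all same-numbered pairs, gave as many; the other splits gave 0. With 4 splits the share cannot fall under 0.05, so a chance split cannot be excluded on the gene count alone.

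The counts of changed genes in edgeR's test were set against the same kind of splits. For miR-1-3p against control at 4 h and at 2 h, miR-1-3p at 4 h against 0 h and control at 4 h against 0 h, the count was 0 (150, 70, 1025 and 453 before adjustment), and 4 of the 4 splits gave as many. Any split gives at least 0 genes, so this outcome was fixed in advance and carries no information. For the 2 genes at 2 h with miR-1-3p and the 1 gene at 2 h in the control, 1 of the 4 splits gave as many, the real one. Over all 10 splits of each set of 6 libraries, those that keep same-numbered libraries together included, the counts with as many were 10, 10, 10, 10, 1 and 1 in the same order. For the change in effect between 2 h and 4 h, 32 of 32 splits gave as many as the 0 genes observed (74 before adjustment). That outcome was fixed in advance too, like the values of 10 above.

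Genes with more sites fell further at 4 h, and longer 3′UTRs are a candidate explanation. Families of sites made by shuffling the seed tested it: in 0 of 59 shuffled families was the difference between genes with 2 or more copies and genes with 1 copy as low as for miR-1-3p (-0.018 against a lowest shuffled value of -0.010; after adjustment for 3′UTR length and GC content -0.032 against -0.020). Random draws of single-site genes had as low a mean as the genes with 3 or more sites in a share of 1e-04, the smallest that 10000 draws can give. For 3 or more copies against 1 copy, the miR-1-3p difference was -0.032. The lowest shuffled value there was -0.031 (TACTCC, with 38 genes of 3 or more copies), so that comparison set miR-1-3p apart only narrowly. In the comparison of 2 or more copies with 1 copy, the shuffled families go against length. The draws, which were not matched on 3′UTR length, go only against a chance draw of few genes. Neither the families nor the draws were matched on site type. Genes with more sites more often carry an 8mer, so number and type of site were not separated. That the number of sites itself adds to repression at 4 h remains a hypothesis, found and tested on the same libraries, whose p-values do not hold with an inter-gene correlation estimated for each set (for 3 or more sites, -0.042 with adjusted p = 0.45).

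Competition of transfected miR-1-3p with endogenous miRNAs predicts that genes without a miR-1-3p site but with sites for miR-17 or let-7, listed beforehand as abundant in 293T cells, rise. With miR-1-3p at 4 h, 2699 such genes were higher than in the control by 0.049 relative to 4291 genes without those sites (adjusted p = 0.00017; with the replicate block 0.047, adjusted p = 0.00026; higher in 3 of 3 pairs). After adjustment for 3′UTR length and GC content the shift was 0.0048, so the rise cannot be told apart from the length dependence and competition was not shown.

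In the control at 4 h against 0 h, where 0 genes passed (453 before adjustment), 15 immediate-early genes were higher by 0.12 (adjusted p = 0.011; with the replicate block 0.14, adjusted p = 0.017), but the pairs differed, with -0.59, 0.70 and 0.56. At 2 h against 0 h their shift in the control was 0.24, with -0.29, 0.67 and 0.58 in the pairs. A stress response to transfection would give the rises in replicates 2 and 3. The negative values of replicate 1 were measured against the untreated library that stands apart. They therefore cannot show whether the response was absent from that replicate. The 8 interferon-stimulated genes tested had a shift of -0.13 in the control at 4 h against 0 h (adjusted p = 0.27; with the replicate block -0.13, adjusted p = 0.29), so no interferon response to transfected RNA was seen.

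The untreated library of replicate 1 stands apart: its difference from the other untreated libraries correlates across 13651 genes with log10 3′UTR length at r = -0.41, and genes are not independent replicates. In the other groups the largest such correlation was -0.15. Its share of fragments outside annotated exons was the lowest of the 15 libraries, at 7.01% against 8.40% to 10.7% in the others, so it has no excess of such reads. Across the 15 libraries, the difference in level between genes with long and short 3′UTRs correlated with the share of fragments outside annotated exons (Pearson's r = 0.81, permutation p = 0.00039; Spearman's rho = 0.76, permutation p = 0.0015). Without the 2 libraries farthest from the median share, which are untreated replicate 1 and miR-1-3p at 2 h replicate 2, r was 0.52 (permutation p = 0.066 over 13 libraries), so the relation rests in part on those libraries. The 5 libraries of each replicate number are too few to repeat it within a number. The test therefore leaves open whether the low share or another property of this library goes with its lower level of genes with long 3′UTRs, and no biological explanation was tested.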
